# A Low Dose of Dietary Resveratrol Partially Mimics Caloric Restriction and Retards Aging Parameters in Mice

**DOI:** 10.1371/journal.pone.0002264

**Published:** 2008-06-04

**Authors:** Jamie L. Barger, Tsuyoshi Kayo, James M. Vann, Edward B. Arias, Jelai Wang, Timothy A. Hacker, Ying Wang, Daniel Raederstorff, Jason D. Morrow, Christiaan Leeuwenburgh, David B. Allison, Kurt W. Saupe, Gregory D. Cartee, Richard Weindruch, Tomas A. Prolla

## Abstract

Resveratrol in high doses has been shown to extend lifespan in some studies in invertebrates and to prevent early mortality in mice fed a high-fat diet. We fed mice from middle age (14-months) to old age (30-months) either a control diet, a low dose of resveratrol (4.9 mg kg^−1^ day^−1^), or a calorie restricted (CR) diet and examined genome-wide transcriptional profiles. We report a striking transcriptional overlap of CR and resveratrol in heart, skeletal muscle and brain. Both dietary interventions inhibit gene expression profiles associated with cardiac and skeletal muscle aging, and prevent age-related cardiac dysfunction. Dietary resveratrol also mimics the effects of CR in insulin mediated glucose uptake in muscle. Gene expression profiling suggests that both CR and resveratrol may retard some aspects of aging through alterations in chromatin structure and transcription. Resveratrol, at doses that can be readily achieved in humans, fulfills the definition of a dietary compound that mimics some aspects of CR.

## Introduction

Caloric restriction (CR) retards several aspects of the aging process in mammals, including age-related mortality, tumorigenesis, physiological decline [1] and the establishment of age-related transcriptional profiles [2]. The wide scope of these actions, and the profound metabolic and hormonal shifts induced by CR has led to efforts at identifying natural or synthetic compounds that mimic the effects of CR in the absence of overt metabolic and endocrine disturbances or reduced caloric intake. Because most age-related diseases are likely to be secondary to the aging process itself, the discovery of such compounds could have a profound public health impact by reducing disease incidence and possibly extending the quality and length of the human lifespan.

Resveratrol, a natural compound found in grapes and red wine has previously been shown to extend lifespan in *S. cerevisiae*, *C. elegans* and *Drosophila* through a SIRT1 dependent mechanism [3], [4]. However, recent studies have failed to reproduce these life extension results [5], [6], and other studies have demonstrated that the ability of resveratrol to activate yeast Sir2 or human SIRT1 is substrate-specific *in vitro* [7] and resveratrol has no effect on Sir2 activity *in vivo* [5]. Thus, the effects and mechanisms of resveratrol in life extension in invertebrates are currently unclear. Recently, mice fed a high fat diet supplemented with high levels of resveratrol (22 or 186 mg kg^−1^ day^−1^) were shown to have extended lifespan as compared to controls, and several metabolic alterations similar to what is observed with CR, including markers of increased mitochondrial biogenesis [8], [9]. Because control animals in this study had early mortality due to toxicity of the high fat diet, the role of resveratrol in the aging process in mammals is also unclear and a detailed examination of the physiological impact of resveratrol on aging and health parameters is indicated.

Global gene expression profiling can be used to evaluate the biological age of a tissue, because as shown for animals subjected to CR, such profiles correlate with biological as opposed to chronological age [2]. Given that compounds that retard aging may do so in a tissue-specific manner, we and others have used gene expression profiling as a method to search for compounds that can mimic the effects of CR [10], [11]. This study aimed to examine the role of resveratrol in gene expression profiles associated with mammalian aging and the specific effects of both resveratrol and CR on gene expression patterns in multiple tissues. We also compared the effects of resveratrol and CR in insulin signaling, oxidative damage, age-related cardiac function, and spontaneous tumorigenesis.

## Results

### Global impact of CR and resveratrol on age-related changes in gene expression

We fed individually-housed male (C57BL/6×C3H/He)F_1_ hybrid mice one of three diet formulations: a control diet (84 kcal mouse^−1^ week^−1^), a CR diet (63 kcal mouse^−1^ week^−1^) and a control diet supplemented with trans-resveratrol (4.9 mg kg^−1^ day^−1^) starting at middle age (14 months of age). We have previously reported that this CR regimen started at middle age in this strain leads to a 13% increase in average and maximum lifespan [10]. As expected, long-term feeding of the CR diet resulted in a significant reduction in body weight (for control mice, average body weight 35 g; for CR mice average body weight 24 g; *P*<0.01, Supplemental Figure S1); this reduction in body weight was not observed in resveratrol-fed animals (Supplemental Figure S1). Mice were sacrificed at 30–31 months of age and tissues collected for gene expression analysis. We focused our analysis on three tissues: heart, skeletal muscle and brain (neocortex).

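RNA of the heart, the gastrocnemius muscle and the neocortex was profiled in young controls of 5 months and in old control, old CR and old resveratrol-fed mice of 30 months, on 60 Affymetrix Mouse Genome 430 2.0 arrays, 5 per tissue and group with 1 animal on each. The diets began at 14 months. For the CR diet the paper gives 63 kcal per week against 84 kcal for the controls, which is 25.0% less, and the sample labels give a restriction of 40%. The resveratrol dose was 4.9 mg per kg per day. The values are the linear signals of GCOS 1.2 for 45101 probe sets, scaled by the authors so that the 2% trimmed mean of every array is 500. The signal was taken to log2 with a floor of 1, each gene was represented by its probe set with the highest mean, and probe sets under the 40th percentile of mean signal were left out, which left 13285 genes in heart, 12831 in muscle and 13057 in neocortex. The 4 groups of a tissue were fitted together with limma. Age compares old with young controls, and each diet is compared with the old controls. Genes with a Benjamini-Hochberg adjusted p under 0.05 over the genes of the tissue are said to have risen or fallen. Changes are log2 differences with the SE of the fit, signals are means ± SD, and every group has 5 arrays. All tests are two-sided. Lists of genes fixed before the data were examined were tested with camera, which asks whether a list ranks higher or lower than the other genes. Poly-A transcripts spiked into the RNA serve as controls of labelling. Their mean log2 signal in muscle was 7.41 ± 0.568 (SD, n = 5) in young controls and 6.78 ± 0.294 in old controls, against 9.92 ± 0.522 under CR and 10.0 ± 0.166 under resveratrol. In heart the 4 group means were 9.81, 10.1, 9.4 and 9.52, and in neocortex 9.23, 8.77, 9.14 and 9.81, in the same order.

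**Figure D1:**
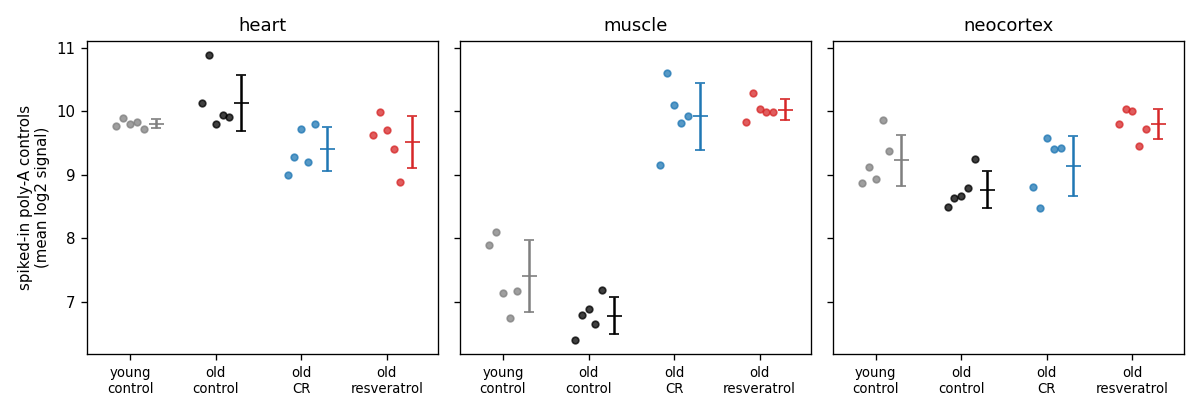
Mean log2 signal of the 12 spiked-in poly-A control probe sets on each array, by tissue and group. Points are arrays and bars are the mean ± SD of 5 arrays. In muscle all 10 arrays of the diet groups lie above all 10 arrays of the control groups, by 2.88 on average.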

To examine the age-associated changes in gene expression we compared transcriptional profiles of young and old mice fed the control diet. There were 1,029 genes (*P*≤0.01) that were significantly changed in expression with age in the heart. 

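In the aging heart, several genes of the extracellular matrix fell and several chaperones rose. Of 37 measured genes of the extracellular matrix and collagens, 12 fell and 25 did not pass the test (16 fell when adjusted over the list alone), and camera placed the list lower (adjusted p = 4.15e-07, adjusted p = 0.773 with an estimated correlation). Lum, a collagen-binding proteoglycan, fell from 5802 ± 852 to 2772 ± 1035 (SD, n = 5), a change of -1.14 (SE 0.18, adjusted p = 0.000188), and the fibrillar collagen gene Col3a1 fell by 1.05 (adjusted p = 0.000105). Among heat shock and chaperone genes, of which 35 were measured, 11 rose, 1 fell and 23 did not pass the test (14 rose and 3 fell when adjusted over the list alone), and the list ranked higher than the other genes by camera (adjusted p = 0.000942, adjusted p = 0.773 with an estimated correlation). The co-chaperones Bag3 and Dnajb2 rose by 0.72 and 0.71. Camera placed cell cycle genes lower (adjusted p = 0.00203, adjusted p = 0.773 with an estimated correlation), and of 30 members 3 rose, 5 fell and 22 did not pass the test (3 rose and 8 fell when adjusted over the list alone). Mcm7, a subunit of the replicative helicase, changed by -1.30 (SE 0.33, adjusted p = 0.0102). Among markers of adipocytes, of which 12 were measured, 1 rose, 1 fell and 10 did not pass the test (1 rose and 6 fell when adjusted over the list alone), and the list ranked lower than the other genes by camera (adjusted p = 0.0167, adjusted p = 0.963 with an estimated correlation). Myh7, the slow beta-myosin heavy chain, rose from 4635 ± 1156 to 18860 ± 2171 (SD, n = 5), a change of 2.05 (SE 0.23, adjusted p = 2.77e-06). Among genes whose groups did not overlap, the largest rises were those of the homeobox gene Dmbx1 (2.65), Crispld1 (2.50), the acyl-CoA thioesterase Acot1 (2.49) and the potassium channel Kcnk1 (2.42). The largest falls were those of Angptl4, an inhibitor of lipoprotein lipase (-3.41), Rasal3 (-2.54), Mmgt2 (-2.53) and the opsin Opn3 (-2.51), at adjusted p values of 1.02e-07 to 0.0179 for the 8 genes. In all, 936 genes rose and 504 fell of 13285 tested, 1798 changed at an unadjusted p of 0.01 or less, and the groups of 1234 genes did not overlap (9.29%, against 0.794% by chance). The old control hearts also differed in a sign of RNA quality, the log2 difference between the 3' and 5' probe sets of beta-actin, which was 1.39 ± 0.16 (SD, n = 5) against 0.719 ± 0.1 in young controls. The highest adjusted p over the alternative settings was 0.24 for Rasal3 and 0.116 for Mmgt2 with the methods' t-test on unlogged signal. Leaving out 1 array gave an adjusted p 0.0577 for Rasal3 without young control replicate 1, and the share of changed genes that rose, 65%, was 41.4% with the mean of all probe sets of a gene.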

We next examined the impact of CR on the expression of these genes by comparing 30-month old CR mice and 30-month old control mice. Age-related changes in gene expression that are prevented by CR would be expected to show opposite directions of change (upregulation vs. downregulation). 

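Under CR, genes of fatty acid use and stress-hormone targets ranked higher in the old heart, and chaperones ranked lower. Of 25 measured glucocorticoid and FOXO targets, 17 rose and 8 did not pass the test (18 rose and 1 fell when adjusted over the list alone), and camera placed the list higher (adjusted p = 3.45e-10, adjusted p = 0.0966 with an estimated correlation). They include the arrestin-domain gene Arrdc2 (2.19), the zinc finger gene Zbtb16 (2.16) and Fbxo32, a ubiquitin ligase of muscle atrophy (1.26). Among heat shock and chaperone genes, of which 35 were measured, 19 fell and 16 did not pass the test (22 fell when adjusted over the list alone), and the list ranked lower than the other genes by camera (adjusted p = 2.88e-10, adjusted p = 0.205 with an estimated correlation). The chaperones Hsph1 and Hsp90aa1 changed by -1.66 and -1.40. Camera placed fatty acid oxidation and PPAR target genes higher (adjusted p = 0.00557, adjusted p = 0.627 with an estimated correlation), and of 30 members 8 rose, 2 fell and 20 did not pass the test (the same when adjusted over the list alone). Angptl4 rose from 66.6 ± 54.3 to 2606 ± 417 (SD, n = 5), a change of 5.76 (SE 0.55, adjusted p = 7.13e-08), and Ehhadh, an enzyme of peroxisomal fatty acid oxidation, rose by 1.70. Of 19 measured macrophage markers, 8 rose and 11 did not pass the test (9 rose when adjusted over the list alone), and camera placed the list higher (adjusted p = 0.000147, adjusted p = 0.205 with an estimated correlation). The scavenger receptor Cd163 rose by 1.53. Among red blood cell markers, of which 5 were measured, 3 rose and 2 did not pass the test (the same when adjusted over the list alone), and the list ranked higher than the other genes by camera (adjusted p = 0.0146, adjusted p = 0.268 with an estimated correlation). Alas2, the erythroid enzyme of haem synthesis, rose by 2.08, and Alb, the serum albumin made mainly by the liver, rose from 124 ± 55.7 to 2031 ± 696, a change of 4.06 (SE 0.60, adjusted p = 2.57e-05). Camera placed adipocyte markers in CR hearts higher (adjusted p = 0.0146, adjusted p = 0.627 with an estimated correlation), and of 12 members 5 rose, 1 fell and 6 did not pass the test (the same when adjusted over the list alone). Of 11 measured markers of the atrial chamber in CR hearts, 5 rose and 6 did not pass the test (the same when adjusted over the list alone), and camera placed the list higher (adjusted p = 0.0146, adjusted p = 0.557 with an estimated correlation). The other large rises without overlap were those of the orphan receptor Gpr160 (3.51) and the mitochondrial carrier Ucp3 (3.403). The old control signal of Gpr160 lay under the cut-off of mean signal for testing, 60.43, so the size of its rise is uncertain. The largest falls were those of Phyhip (-3.65), the chemokine Ccl12 (-3.59), the Golgi adaptor Gga1 (-3.10) and the kinase Cdc42bpb (-3.05). In all, 1055 genes rose and 1867 fell. Of the 1798 genes changed with age at an unadjusted p of 0.01 or less, 1586 (88.2%) moved the opposite way under CR, and 897 (49.9%) did so at an unadjusted p of 0.01 or less. These genes are read against the same 5 old control hearts, whose beta-actin 3' to 5' difference exceeded that of the CR hearts by 0.601 without overlap (exact permutation test, p = 0.00794, the smallest that 5 against 5 arrays allow, adjusted p = 0.023 over 90 tests). For the genes named, the highest adjusted p was 0.135 for Ccl12 with the methods' t-test on unlogged signal, and the share of changed genes that rose, 36.1%, was 53.2% with the mean of all probe sets of a gene.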

As previously reported [2], we observed a large effect of CR in opposing age-related changes: CR reduced 921 (90%) age-related alterations in gene expression and 536 of these represented highly significant differences (*P*≤0.01) in expression between the old control and old CR groups (Figure 1A). To examine the effect of resveratrol supplementation on age-related gene expression patterns, we performed a similar analysis comparing 30-month old control mice and 30-month old resveratrol fed animals (Figure 1A). 

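Under resveratrol, several macrophage and matrix genes of the old heart rose, and several chaperones fell. Camera placed macrophage markers higher (adjusted p = 6.87e-06, adjusted p = 0.297 with an estimated correlation), and of 19 members 9 rose and 10 did not pass the test (the same when adjusted over the list alone). Lyz2, the lysozyme of myeloid cells, rose from 4020 ± 655 to 7882 ± 1589 (SD, n = 5), a change of 0.96 (SE 0.15, adjusted p = 7.23e-05), and Cd163 by 0.88. Of 37 measured genes of the extracellular matrix, 14 rose and 23 did not pass the test (14 rose and 2 fell when adjusted over the list alone), and camera placed the list higher (adjusted p = 0.000221, adjusted p = 0.681 with an estimated correlation). Lum and the microfibril gene Mfap5 rose by 1.43 and 1.29. Among heat shock genes, of which 35 were measured, 1 rose, 13 fell and 21 did not pass the test (1 rose and 15 fell when adjusted over the list alone), and the list ranked lower than the other genes by camera (adjusted p = 0.00023, adjusted p = 0.615 with an estimated correlation). Hsp90aa1 and Bag3 changed by -0.86 and -0.83. Camera placed markers of the atrial chamber higher (adjusted p = 0.00678, adjusted p = 0.615 with an estimated correlation), and of 11 members 7 rose and 4 did not pass the test (8 rose when adjusted over the list alone). Bmp10, a growth factor of the atria, rose by 2.01 (SE 0.43, adjusted p = 0.0016). Of 30 measured genes of fatty acid oxidation, 2 rose, 9 fell and 19 did not pass the test (3 rose and 14 fell when adjusted over the list alone), and camera placed the list lower (adjusted p = 0.0106, adjusted p = 0.785 with an estimated correlation). Acot1 and its mitochondrial relative Acot2 changed by -2.46 and -1.17. Des, the intermediate filament of muscle, fell by 1.43, and Myh7 from 18860 ± 2171 to 5688 ± 1921, a change of -1.80 (SE 0.23, adjusted p = 5.3e-06). Without overlap between the groups, the largest rises were those of the proteoglycan Epyc (2.91), the junctional protein Jsrp1 (2.87), Gatm, an enzyme of creatine synthesis (2.52), and Fxyd3 (2.36), and the largest falls those of the zinc finger factor Maz (-3.03), the acyl-CoA synthetase Acsf2 (-2.73), Phyhip (-2.70) and the aminopeptidase Anpep (-2.54). In all, 940 genes rose and 1390 fell. Of the age genes, 1631 (90.7%) moved the opposite way, 916 (50.9%) of them at an unadjusted p of 0.01 or less. The resveratrol hearts had a beta-actin 3' to 5' difference of 0.819 ± 0.117 (SD, n = 5), below every old control heart. An alternative setting raised the adjusted p to 0.165 for Epyc with the methods' t-test on log2 signal. With 1 array left out, the adjusted p was 0.0549 for Fxyd3 without old control replicate 3. Of the changed genes 40.3% rose, and 51.5% with the mean of all probe sets of a gene.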

Surprisingly, resveratrol opposed 947 (92%) of age-related changes in gene expression, and 522 of these represented highly significant differences in expression between the old control and old resveratrol groups (*P*≤0.01). Thus, resveratrol at doses that can be readily achieved through dietary supplementation in humans is as effective as CR in opposing the majority of age-related transcriptional alterations in the aging heart. 

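Genes that moved back toward the young level under both diets include Myh7 and Des, sarcomere and filament genes that rose with age, and Lum, Mfap5 and Bmp10, which fell. Igfbp2, a binding protein of insulin-like growth factors, had a signal of 129.9 ± 52.6 (SD, n = 5) in young controls, 40.2 ± 39.4 in old controls, 244 ± 70.7 under CR and 119.7 ± 33.8 under resveratrol. For Srxn1, an antioxidant enzyme, these signals were 401 ± 79.3, 885 ± 141, 358 ± 90.6 and 433 ± 74.5, and for the sarcomere-associated gene Xirp1 2482 ± 779, 4883 ± 598, 1655 ± 217 and 1607 ± 347. The old control signal of Igfbp2 lay under the cut-off of mean signal for testing, 60.43, so the size of its changes is uncertain. Both diets opposed 692 of the 1798 age genes (38.5%) at an unadjusted p of 0.01 or less, and 83.3% moved the opposite way under both at any p. The median change of the age genes in their own direction, relative to the young hearts, was 0.57 in old controls, 0.15 under CR and 0.14 under resveratrol. Averaged over these genes for each heart, the score of the 5 old controls lay 0.6351 to 0.7986 above the young mean and that of the 10 diet hearts 0.1337 to 0.2302 above it. The old control arrays enter both contrasts. In 100 simulations in which groups drawn without any effect of age or diet shared the old control arrays, the median share opposed was 92.9% for CR and 94.1% for resveratrol, and single simulations reached 100%. In simulations that kept the age change of the old controls, at most 82.69% and 85.29% were opposed, against 88.21% and 90.71% observed, and at a p of 0.01 or less at most 6.667% and 6.574%, against 49.89% and 50.95%. With separate old controls in the 2 contrasts, the shares were 83.5% and 85.3%, and the numbers at that p were 432 and 444 (medians of 20 divisions). From the shares of age genes opposed by each diet, the paper concludes that the 2 diets are equally effective against transcriptional aging of the heart.

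**Figure D2:**
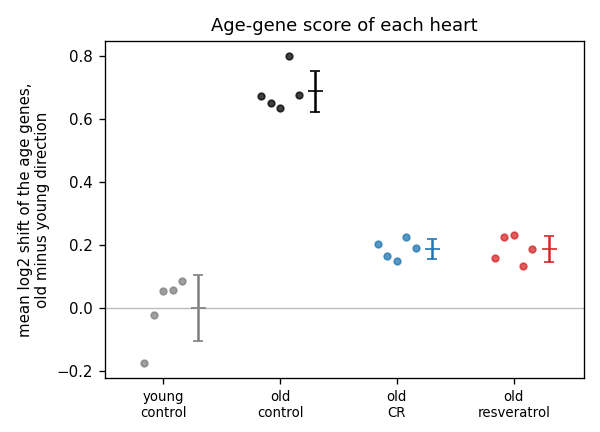
Mean log2 shift of the 1798 age genes in each heart, counted in the direction of aging and relative to the mean of the young controls. Points are hearts and bars are the mean ± SD of 5 hearts. The genes were chosen on the young and old control hearts. The old controls lie between 0.6351 and 0.7986 and the hearts of both diets between 0.1337 and 0.2302.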

Because the collection of such alterations in gene expression is a biomarker of aging, our results imply that similar to CR, middle-age onset resveratrol supplementation at low doses is likely a robust intervention in the retardation of cardiac aging. 

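In aged muscle, a few genes that follow the loss of nerve contact rose. Among genes of denervation and the neuromuscular junction, of which 21 were measured, 5 rose and 16 did not pass the test (9 rose when adjusted over the list alone), and the list ranked higher than the other genes by camera (adjusted p = 4.03e-06, adjusted p = 0.141 with an estimated correlation). The stress gene Gadd45a rose from 608 ± 134 to 1844 ± 404 (SD, n = 5), a change of 1.60 (SE 0.24, adjusted p = 0.00183), and the cell cycle inhibitor Cdkn1a by 1.11. Sln, the sarcolipin that inhibits the calcium pump, rose from 423 ± 167 to 2467 ± 362, a change of 2.64 (SE 0.30, adjusted p = 0.00016). Camera placed macrophage markers higher (adjusted p = 1.78e-05, adjusted p = 0.39 with an estimated correlation), and of 16 members 16 did not pass the test (5 rose when adjusted over the list alone). Of 42 measured ribosomal protein genes, 42 did not pass the test (the same when adjusted over the list alone), and camera placed the list higher (adjusted p = 7.06e-07, adjusted p = 0.543 with an estimated correlation). The other large rises without overlap were those of the immunoglobulin gene Igkv8-30 (4.19, from a probe set that may match several genes), the neutrophil protein S100a8 (3.11) and the keratin Krt18 (2.23). The largest falls were those of the insulin receptor substrate Irs2 (-3.18), Sap30bp (-1.78), the deadenylase subunit Cnot3 (-1.49) and the mitochondrial carrier Slc25a25 (-1.44). The old control signal of Irs2 lay under the cut-off of mean signal for testing, 69.34, so the size of its fall is uncertain. In all, 33 genes rose and 22 fell, and 608 changed at an unadjusted p of 0.01 or less. Of the latter, CR opposed 245 (40.3%) and resveratrol 188 (30.9%) at the same p, and 168 (27.6%) were opposed by both, against at most 44.4% of the age genes when groups without any effect of age or diet shared the old controls in 100 simulations. In 100 simulations that kept the age change these shares were at most 20.56% for CR, 27.43% for resveratrol and 15.63% for both, and with separate old controls the real arrays gave medians of 21.25%, 13.32% and 12.04%. At any p CR opposed 72.7% of the age genes and resveratrol 72.86%, against medians of 74.12% and 73.36% in the simulations with the age change kept. The glucocorticoid-induced gene Ddit4, an inhibitor of mTORC1, changed by -1.07 with age (adjusted p = 0.104) and rose by 3.34 under CR and 1.72 under resveratrol. The 55 changed genes became 24 without young control replicate 2, 33 without old control replicate 1, 167 without old CR replicate 2 and 423 without young control replicate 4, and the count at a p of 0.01 or less became 1120 without young control replicate 4 and 407 without young control replicate 3. Young control replicate 4 and old control replicate 1 had the highest GAPDH 3' to 5' differences of their groups, 0.194 and 3.23. With 1 array left out, the adjusted p was 0.0692 to 0.0835 for S100a8 without young control replicates 2 or 5 or old control replicate 2, 0.0504 for Irs2 without young control replicate 2, 0.0501 for Sap30bp without young control replicate 2, 0.0651 to 0.0885 for Cnot3 without young control replicates 1, 2 or 3 or old control replicates 1, 2 or 5 and 0.0666 to 0.115 for Slc25a25 without young control replicates 2 or 3 or old control replicates 1, 2, 3 or 5. Over the alternative settings, it rose to 0.197 for Igkv8-30, 0.258 for S100a8, 0.118 for Krt18, 0.166 for Irs2, 0.232 for Cnot3 and 0.361 for Slc25a25 with the methods' t-test on unlogged signal and 0.105 for Sln and 0.228 for Sap30bp with the mean of all probe sets of a gene. With the mean of all probe sets of a gene, 35 of 104 changed genes rose.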

Lesser effects on aging inhibition by CR and resveratrol were obtained in skeletal muscle; aging resulted in alteration of expression of 515 skeletal muscle genes, 136 (26%) of which were significantly (*P*≤0.01) opposed by CR and resveratrol (Figure 1A). In neocortex, CR and resveratrol significantly inhibited only 19 and 13% respectively of the 505 highly significant age-related changes in gene expression (Figure 1A).

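In the aged neocortex, several markers of microglia and several genes of the immune response rose. Among macrophage and microglia markers, of which 19 were measured, 11 rose and 8 did not pass the test (14 rose when adjusted over the list alone), and the list ranked higher than the other genes by camera (adjusted p = 3.16e-18, adjusted p = 0.0092 with an estimated correlation). Clec7a, a pattern receptor of activated microglia, rose from 35.7 ± 13.5 to 147 ± 25.2 (SD, n = 5), a change of 2.10 (SE 0.23, adjusted p = 1.46e-05), and Trem2 and Lgals3, 2 further genes of activated microglia, by 1.47 and 1.45. The young signal of Clec7a lay under the cut-off of mean signal for testing, 57.28, so the size of its rise is uncertain. Camera placed genes of the immune response, complement and MHC higher (adjusted p = 1.05e-14, adjusted p = 0.095 with an estimated correlation), and of 27 members 9 rose and 18 did not pass the test (17 rose when adjusted over the list alone). Of 15 measured astrocyte markers, 3 rose and 12 did not pass the test (5 rose when adjusted over the list alone), and camera placed the list higher (adjusted p = 0.00279, adjusted p = 0.376 with an estimated correlation). Gfap, the filament protein of astrocytes, rose from 875 ± 186 to 2949 ± 525, a change of 1.76 (SE 0.20, adjusted p = 1.46e-05). It fell to 828 ± 198 under CR, a change of -1.84 (SE 0.20, adjusted p = 5.27e-07), and to 1343 ± 434 under resveratrol, a change of -1.17 (SE 0.20, adjusted p = 0.000111), where a second probe set gave a rise of 0.82. Camera placed microglia and macrophage markers under resveratrol higher (adjusted p = 0.000912, adjusted p = 0.91 with an estimated correlation), and of 19 members 9 rose and 10 did not pass the test (10 rose when adjusted over the list alone). For the same markers under CR camera gave an adjusted p = 0.893, and of 19 members 1 fell and 18 did not pass the test (the same when adjusted over the list alone). Of 18 measured genes of oligodendrocytes and myelin, 3 rose and 15 did not pass the test (5 rose when adjusted over the list alone), and camera placed the list higher (adjusted p = 0.000933, adjusted p = 0.398 with an estimated correlation). Camera placed genes of neurons and synapses lower (adjusted p = 0.000205, adjusted p = 0.376 with an estimated correlation), and of 31 members 1 fell and 30 did not pass the test (1 rose and 4 fell when adjusted over the list alone). Among immediate early genes, of which 22 were measured, 1 fell and 21 did not pass the test (1 rose and 5 fell when adjusted over the list alone), and the list ranked lower than the other genes by camera (adjusted p = 8.83e-05, adjusted p = 0.398 with an estimated correlation). The neurotrophin Bdnf fell by 0.90 and the activity-induced factor Egr3 by 0.75. The other large rises without overlap were those of the interferon-induced Gbp6 (2.37), the lysozyme Lyz1 (2.17) and the MHC class II gene H2-Aa (1.77), the last 2 from probe sets that may match several genes. The other falls were those of the growth factor receptor Met (-0.99) and Arhgap25 (-0.83). In all, 141 genes rose and 50 fell, and 771 changed at an unadjusted p of 0.01 or less. Of the latter, CR opposed 147 (19.1%) and resveratrol 109 (14.1%) at that p, where shared controls alone gave medians of 11.2% and 12.4% and up to 100% in 100 simulations without any effect of age or diet. With the age change kept, simulations gave at most 10.17% and 13.21%, and with separate old controls the real arrays gave medians of 9.172% and 7.798%. In the same direction as age, 82 genes changed under CR and 110 under resveratrol at that p, and at any p CR opposed 62% of the age genes and resveratrol 51.8%, against medians of 71.06% and 72.86% in the simulations with the age change kept. The 191 changed genes became 76 without old control replicate 4, 94 without young control replicate 5, 99 without young control replicate 2, 115 and 123 without old control replicates 2 and 3, and 320 without young control replicate 1. Without 1 array, the adjusted p was 0.0656 for H2-Aa without old control replicate 4, and the alternative settings raised it to 0.24 for Gbp6, 0.212 for H2-Aa and 0.144 for Bdnf with the methods' t-test on log2 signal and 0.196 for Met, 0.253 for Arhgap25 and 0.27 for Egr3 with the mean of all probe sets of a gene.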

**Figure 1:**
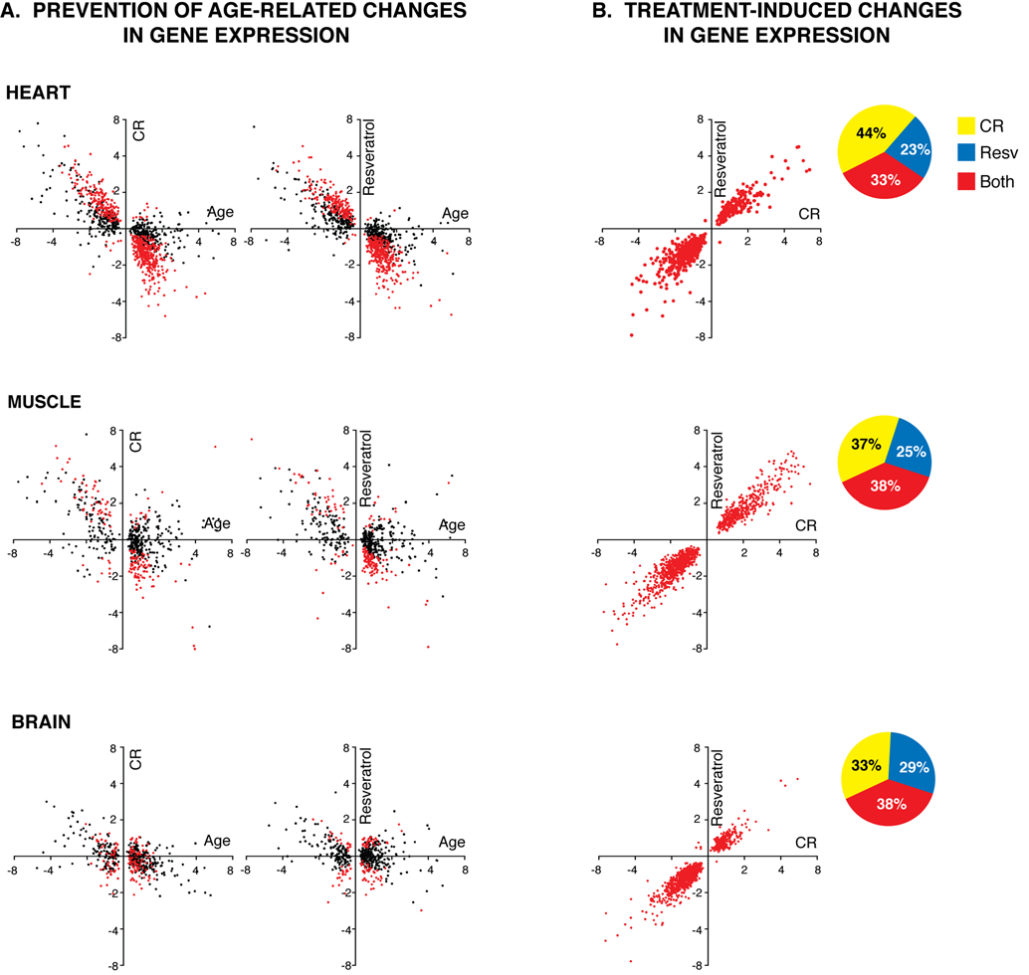
Global effects of resveratrol and CR on gene expression. Gene expression profiling of 20,687 unique transcripts using Affymetrix Mouse Genome 430 2.0 arrays was performed in young (5-months old) control and old control, CR and resveratrol fed animals (30-months old, all groups). (A). A panel of genes corresponding to significant (*P≤*0.01) changes in gene expression in the comparison between young and old control groups was examined in both CR (left) and resveratrol fed mice (right). Numbers on X and Y axes represent fold changes in the young vs. old comparison (X axis), and the old CR vs old control (Y axis, left graphs) or old resveratrol vs. old control group (Y axis, right graphs). Each dot corresponds to an specific gene. Red dots correspond to genes that are significantly altered in expression at *P≤*0.01 in both aging and CR, or aging and resveratrol comparisons. Opposite fold changes in this analysis represent prevention of aging changes. (B). A panel of genes significantly changed by CR and resveratrol (but not by age) as compared to old control mice (*P≤*0.01) is plotted. Similar fold changes in this analysis represent resveratrol mimicry of CR. Pie charts represent the proportion of genes changed by CR only, resveratrol only or both treatments. Gene expression changes plotted in graphs correspond to the genes changed significantly expression by both treatments (red).

### CR and resveratrol have overlapping effects on alterations in gene expression in multiple tissues

We next examined the transcriptional profiles of CR and resveratrol fed mice for genes that are impacted by the dietary interventions, but are not altered in expression with aging. Such changes in gene expression represent shifts induced by the dietary interventions and can provide clues to mechanisms of action and the degree and nature of CR mimicry by resveratrol. We identified 747 genes that were significantly altered in expression by both CR and resveratrol in the heart (*P*≤0.01) but were not altered in expression as a result of normal aging. 

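Heart genes that both diets changed and age did not, by an unadjusted p of 0.01, include Gpr160, Jsrp1, Anpep, Maz, Siah2 and Taf15. Gpr160 rose by 3.51 and 2.32 under CR and resveratrol, with signals of 43.5 ± 53.2 (SD, n = 5) in old controls, 317 ± 59.8 under CR and 143 ± 44.4 under resveratrol, and Jsrp1 rose by 3.33 and 2.87. The old control signal of Gpr160 lay under the cut-off of mean signal for testing, 60.43, so the size of its changes is uncertain. Anpep and Maz changed by -2.66 and -2.46 under CR and by -2.54 and -3.03 under resveratrol. Siah2, a ubiquitin ligase, changed by -1.46 and -1.28, and Taf15, an RNA-binding partner of the general transcription machinery, rose by 1.39 and 0.94. Alb rose under resveratrol by 1.72 (SE 0.60, adjusted p = 0.0495). In total 273 genes rose under both diets and 578 fell, where independent effects of the same size would give 36.2 and 93.2. Only 4 genes changed in opposite directions, BC003965, Dbp, E130311K13Rik and H2aw, named after their values were seen. Dbp, a transcription factor driven by the circadian clock, changed by -0.74 under CR and 1.18 under resveratrol. Since both diets are compared with the same 5 old control hearts, errors of those arrays move both changes alike. Simulated diet groups without any effect gave a median of 7 and at most 47 such genes, against 855 observed, and separate old controls for the 2 diets left a median of 392.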

Strikingly, 745 (99.7%) of these gene expression alterations occurred in the same direction for both treatments (Figure 1B). This finding was also observed in muscle (1164/1164 genes, Figure 1B) and brain (1129/1134 genes, Figure 1B). 

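In muscle, targets of stress hormones and macrophage markers ranked higher under both diets and endothelial markers lower. Kdm6b, a histone demethylase, rose from 94.8 ± 78.6 in old controls to 819 ± 439.7 under CR and 1089 ± 276 under resveratrol (SD, n = 5), changes of 3.16 (SE 0.69, adjusted p = 0.00178) and 3.92 (SE 0.69, adjusted p = 0.000531). Pecam1 and Cdh5, adhesion proteins of the endothelium, changed by -2.29 and -1.32 under CR and by -1.84 and -1.24 under resveratrol. Cyp26b1, which degrades retinoic acid, changed by -3.19 and -3.49. Camera placed targets of glucocorticoids and FOXO factors in muscle under CR higher (adjusted p = 8.56e-07, adjusted p = 0.259 with an estimated correlation), and of 25 members 17 rose, 2 fell and 6 did not pass the test (19 rose and 2 fell when adjusted over the list alone). Among the same targets under resveratrol, of which 25 were measured, 11 rose, 1 fell and 13 did not pass the test (12 rose and 1 fell when adjusted over the list alone), and the list ranked higher than the other genes by camera (adjusted p = 0.00541, adjusted p = 0.725 with an estimated correlation). Of 16 measured macrophage markers in CR muscle, 10 rose and 6 did not pass the test (the same when adjusted over the list alone), and camera placed the list higher (adjusted p = 0.00126, adjusted p = 0.608 with an estimated correlation). Among macrophage markers in resveratrol muscle, of which 16 were measured, 9 rose and 7 did not pass the test (10 rose when adjusted over the list alone), and the list ranked higher than the other genes by camera (adjusted p = 7.94e-06, adjusted p = 0.553 with an estimated correlation). Camera placed endothelial and vascular smooth muscle markers in CR muscle lower (adjusted p = 0.0022, adjusted p = 0.608 with an estimated correlation), and of 17 members 1 rose, 8 fell and 8 did not pass the test (2 rose and 10 fell when adjusted over the list alone). Among these vascular markers in resveratrol muscle, of which 17 were measured, 8 fell and 9 did not pass the test (1 rose and 8 fell when adjusted over the list alone), and the list ranked lower than the other genes by camera (adjusted p = 0.00138, adjusted p = 0.725 with an estimated correlation). Of 42 measured ribosomal protein genes in CR muscle, 14 rose, 1 fell and 27 did not pass the test (15 rose and 1 fell when adjusted over the list alone), and camera placed the list higher (adjusted p = 0.00451, adjusted p = 0.77 with an estimated correlation). Camera placed genes of the immune response, complement and MHC in resveratrol muscle higher (adjusted p = 2.68e-05, adjusted p = 0.725 with an estimated correlation), and of 28 members 11 rose and 17 did not pass the test (16 rose when adjusted over the list alone). Of 14 measured genes of slow fibres in resveratrol muscle, 3 fell and 11 did not pass the test (the same when adjusted over the list alone), and camera placed the list lower (adjusted p = 0.0142, adjusted p = 0.725 with an estimated correlation). Among genes of fast fibres in resveratrol muscle, of which 18 were measured, 1 fell and 17 did not pass the test (the same when adjusted over the list alone), and the list ranked lower than the other genes by camera (adjusted p = 0.0079, adjusted p = 0.725 with an estimated correlation). The largest changes without overlap under CR were Fam107a (3.38), Ddit4 (3.34), Pdk4 (3.29) and Rbp7 (3.21) upward and Pfkfb3 (-3.38), Cyp26b1 (-3.19), Chst15 (-2.86) and Rps6kc1 (-2.80) downward, and under resveratrol Kdm6b (3.92), Gas7 (3.83), Cnnm4 (3.47) and Marf1 (3.13) upward and Cyp26b1 (-3.49), Afmid (-2.68), Elovl6 (-2.66) and Orai3 (-2.38) downward. In all, 4001 muscle genes changed under CR (2251 upward) and 2397 under resveratrol (1209 upward). Of those changed under CR 56.3% rose, against 49.8% with quantile normalization and 49.3% with the stricter filter. With the mean of all probe sets of a gene 62.1% rose. Without a change at p of 0.01 or less with age, 779 genes rose and 854 fell under both diets, against 154 and 135 for independent effects, and none changed in opposite directions. The 10 muscle samples of both diets also differed from the 10 controls in their spiked-in transcripts, by 2.88 in log2 signal without overlap (permutation test, adjusted p = 0.00232 over 90 tests). The GAPDH 3' to 5' difference, a sign of RNA quality, changed from the old controls by -1.05 under CR and -1.06 under resveratrol without overlap (both adjusted p = 0.023), and that of beta-actin by -0.0726 and -0.0901 with overlap (adjusted p = 1 and 0.976). Without old control replicate 1, the GAPDH changes were -0.439 and -0.443, still without overlap, and those of beta-actin 0.213 and 0.195. Leaving out 1 array gave an adjusted p of 0.0528 to 0.078 for Orai3 without old control replicates 2, 3, 4 or 5 or old resveratrol replicates 1 or 4 under resveratrol. Among the genes named for resveratrol, the highest adjusted p over the settings was 0.177 for Cnnm4 with the mean of all probe sets of a gene.
In neocortex, Mt3, the metallothionein of brain, fell from 10800 ± 658 to 2418 ± 442 under CR and 3265 ± 1007 under resveratrol (SD, n = 5), changes of -2.18 (SE 0.15, adjusted p = 2.79e-09) and -1.78 (SE 0.15, adjusted p = 4.25e-08). Slc17a7, the vesicular glutamate transporter, changed by -0.95 and -0.95, and Syn1, a protein of synaptic vesicles, by -0.90 and -0.94. Junb changed by -1.46 and -1.14, and Sgk1, a kinase induced by glucocorticoids, rose by 1.45 and 0.81. Among immediate early genes under CR, of which 22 were measured, 15 fell and 7 did not pass the test (1 rose and 15 fell when adjusted over the list alone), and the list ranked lower than the other genes by camera (adjusted p = 0.000437, adjusted p = 0.594 with an estimated correlation). Of 24 measured glucocorticoid and FOXO targets of the neocortex under CR, 15 rose, 1 fell and 8 did not pass the test (16 rose and 1 fell when adjusted over the list alone), and camera placed the list higher (adjusted p = 1.18e-07, adjusted p = 0.0523 with an estimated correlation). Camera placed genes of oxidative phosphorylation under CR higher (adjusted p = 6.54e-07, adjusted p = 0.585 with an estimated correlation), and of 69 members 27 rose, 2 fell and 40 did not pass the test (30 rose and 2 fell when adjusted over the list alone). Among ribosomal protein genes under resveratrol, of which 42 were measured, 18 rose and 24 did not pass the test (21 rose when adjusted over the list alone), and the list ranked higher than the other genes by camera (adjusted p = 2.18e-06, adjusted p = 0.91 with an estimated correlation). Without overlap, the largest changes were Plin4 (2.13), Zap70 (1.69), Slc26a7 (1.498) and Sgk1 (1.45) upward and Them6 (-2.76), Cd4 (-2.26), Mt3 (-2.18) and Isl1 (-2.07) downward under CR, and Marchf10 (1.30), Plac8 (1.26), Vasn (1.18) and Prss23 (1.14) upward and Them6 (-2.14), Atxn7l2 (-1.90), Cysrt1 (-1.82) and Islr2 (-1.80) downward under resveratrol. In all, 3999 neocortex genes changed under CR (1712 upward) and 3421 under resveratrol (1601 upward). Of 1891 genes changed by both diets and not by age, 1885 moved in the same direction and 6 did not (Cnrip1, Elovl6, Pnp, Ppp2r5c, Sox2ot and Zfp266, named after their values were seen). Simulated diets without any effect gave at most 102 such genes, and separate old controls left a median of 1112 in neocortex and 796 in muscle. Without any effect, shared old controls gave a median of 100% of such genes in the same direction in heart, muscle and neocortex. With separate old controls the medians of the real arrays were 98.68%, 99.87% and 99.64%. From the shared direction of these changes in the 3 tissues, the paper reasons about how far resveratrol acts as CR does. The diet arrays of neocortex had a beta-actin 3' to 5' difference 0.22 above that of the controls (permutation test, adjusted p = 0.00232). With 1 array less, the adjusted p under resveratrol was 0.05 to 0.0851 for Plac8 without young control replicate 2 or old control replicates 1, 2, 3, 4 or 5. The alternative settings raised the adjusted p under CR to 0.481 for Zap70 with the mean of all probe sets of a gene, and under resveratrol to 0.0805 for Marchf10 with the methods' t-test on log2 signal, 0.44 for Plac8 with the methods' t-test on unlogged signal and 0.0777 for Prss23 with the mean of all probe sets of a gene.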

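Compared directly, genes of fatty acid use and stress-hormone targets ranked lower in the hearts of resveratrol-fed than of calorie-restricted mice. Positive values are higher under resveratrol. In heart, Dbp differed by 1.92 (SE 0.21, adjusted p = 5.38e-06) and the clock repressor Nr1d1 by 1.53, while Zbtb16 and Cdkn1a differed by -1.92 and -1.33. Camera placed fatty acid oxidation and PPAR targets in heart lower (adjusted p = 2.28e-20, adjusted p = 0.0864 with an estimated correlation), and of 30 members 11 fell and 19 did not pass the test (18 fell when adjusted over the list alone). Of 25 measured glucocorticoid and FOXO targets in heart, 6 fell and 19 did not pass the test (13 fell when adjusted over the list alone), and camera placed the list lower (adjusted p = 1.24e-12, adjusted p = 0.0439 with an estimated correlation). Among heat shock genes in heart, of which 35 were measured, 6 rose and 29 did not pass the test (10 rose when adjusted over the list alone), and the list ranked higher than the other genes by camera (adjusted p = 1.92e-06, adjusted p = 0.49 with an estimated correlation). The largest differences without overlap in heart were Ccl12 (3.21), Polr3g (2.43), Iqsec3 (2.40) and Dct (2.22) upward and Angptl4 (-3.96), Pdk4 (-2.92), Acot1 (-2.65) and Ucp3 (-2.42) downward. In muscle, Ddit4 differed by -1.63 (SE 0.29, adjusted p = 0.012) and the chaperone Hsph1 by 1.06. Among fatty acid oxidation and PPAR targets in muscle, of which 30 were measured, 30 did not pass the test (16 fell when adjusted over the list alone), and the list ranked lower than the other genes by camera (adjusted p = 4.36e-14, adjusted p = 0.0451 with an estimated correlation). Of 69 measured genes of oxidative phosphorylation in muscle, 69 did not pass the test (the same when adjusted over the list alone), and camera placed the list lower (adjusted p = 5.81e-09, adjusted p = 0.427 with an estimated correlation). The largest differences in muscle were Aplnr (2.27), Dbp (1.66), Htra4 (1.59) and Serpinb1a (1.24) upward and Gabrr2 (-1.87), Cyp2e1 (-1.75), Fam107a (-1.72) and Rbp7 (-1.68) downward. In neocortex, the complement gene C1qb was higher by 0.71 (SE 0.12, adjusted p = 0.00135) and Sgk1 differed by -0.64. Of 19 measured macrophage and microglia markers in neocortex, 9 rose and 10 did not pass the test (12 rose when adjusted over the list alone), and camera placed the list higher (adjusted p = 8.66e-07, adjusted p = 0.307 with an estimated correlation). Camera placed genes of oxidative phosphorylation in neocortex lower (adjusted p = 1.57e-05, adjusted p = 0.529 with an estimated correlation), and of 69 members 9 fell and 60 did not pass the test (11 fell when adjusted over the list alone). The largest differences there were Tnfrsf25 (1.49), Slc38a5 (1.44), Ret (1.26) and Clec7a (1.15) upward and Nlrp6 (-1.39), Plin4 (-1.39), Zap70 (-1.37) and Polr3e (-1.35) downward. On these neocortex arrays the spiked-in transcripts were 0.668 higher under resveratrol than under CR, with overlap (permutation test, adjusted p = 0.0397). The beta-actin 3' to 5' difference was 0.178 higher, also with overlap (permutation test, adjusted p = 0.0397). Whether these signs account for part of the gene differences was not tested. In all, 531 genes differed in heart (341 higher under resveratrol), 72 in muscle (39) and 1212 in neocortex (734). With the mean of all probe sets of a gene, 19 of 45 genes in muscle and 48.4% of 521 in neocortex were higher. Of the genes changed by both diets and not by age, 28 in heart, 10 in muscle and 96 in neocortex differed directly. Of all genes changed by a diet and not by age, both diets changed 33.7% in heart, 43.2% in muscle and 41.8% in neocortex at an unadjusted p of 0.01 or less, CR alone 42%, 41.2% and 33.8%, and resveratrol alone 24.4%, 15.6% and 24.4%.
The heart count became 324 without old resveratrol replicate 4, 335 without old resveratrol replicate 2, 340 without old CR replicate 4 and 874 without young control replicate 1. In muscle it became 33, 41 and 42 without old resveratrol replicates 2, 1 and 3, 36, 46 and 118 without old CR replicates 3, 5 and 2, and 113 without young control replicate 4, and the methods' t-test gave 0 genes on log2 and 17 on unlogged signal, while limma found 1688 genes at an unadjusted p under 0.05. The neocortex count became 697 without old CR replicate 2, 748 without old resveratrol replicate 4 and 1293 without young control replicate 1. In heart, the highest adjusted p over the settings was 0.1 for Ccl12 with the methods' t-test on unlogged signal and 0.0531 for Polr3g and 0.0513 for Dct with the methods' t-test on log2 signal. In muscle, every gene named as largest lost its call in a setting, at an adjusted p of 0.14 for Aplnr, 0.156 for Dbp, 0.27 for Cyp2e1 and 0.249 for Rbp7 with the methods' t-test on unlogged signal, 0.119 for Htra4, 0.173 for Serpinb1a and 0.0893 for Gabrr2 with the methods' t-test on log2 signal and 0.116 for Fam107a with the mean of all probe sets of a gene. In neocortex, the alternative settings gave 0.122 for Tnfrsf25 with the methods' t-test on log2 signal, 0.162 for Slc38a5, 0.194 for Ret, 0.0573 for Clec7a and 0.122 for Nlrp6 with the methods' t-test on unlogged signal and 0.614 for Zap70 with the mean of all probe sets of a gene. There, leaving out 1 array gave an adjusted p of 0.0514 to 0.111 for Ret without young control replicates 2 or 3, old CR replicates 1, 2, 3, 4 or 5 or old resveratrol replicates 1, 2 or 5, 0.0507 to 0.0684 for Nlrp6 without old CR replicates 3 or 4 or old resveratrol replicates 1 or 5 and 0.0515 to 0.107 for Zap70 without young control replicate 4, old control replicates 1, 3 or 4, old CR replicates 1, 2, 3 or 5 or old resveratrol replicates 1, 2, 4 or 5.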

Clearly, resveratrol can mimic a large component of the transcriptional profile of CR in all tissues examined.

### Resveratrol and CR prevent age-related cardiac dysfunction

Cardiac function is known to decline with age in mice and humans, a factor that likely contributes to the fact that cardiac disease is one of the leading contributors to age-related disability and death. To assess left ventricular (LV) systolic and diastolic function as well as structure, we used *in vivo* M-mode and Doppler echocardiography to examine cardiac function in young (five month-old) control mice and 25 month-old control, CR and resveratrol fed mice. Isovolumic relaxation time, a measure of diastolic function, was increased in aged animals (Figure 2A), consistent with the impaired LV relaxation that occurs with normal aging in rodents and humans [12]. Both CR and resveratrol supplementation reduced the age-related increase in this parameter, though these changes were not statistically significant. We also examined the myocardial performance index, a parameter that provides an overall assessment of cardiac function [13]. An increased index value is associated with reduced cardiac performance, and this value increased significantly with age (Figure 2A). Both CR and resveratrol supplementation almost completely prevented the age-related decrease in this parameter. Thus, resveratrol mimics the effects of CR to prevent cardiac aging at both the transcriptional and functional levels.

**Figure 2:**
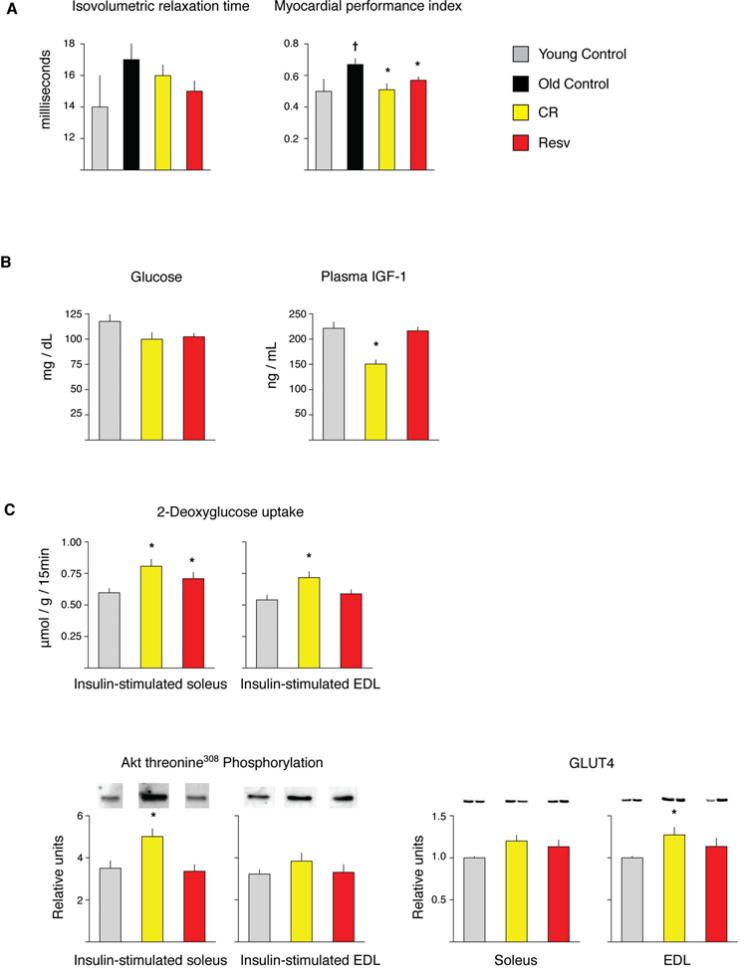
Effects of CR and resveratrol on physiological parameters. (A) Cardiac function as determined by transthoracic echocardiography (n = 7, YC, n = 10 OC, n = 8 CR, n = 9 Resv) (B) Serum glucose and plasma IGF-1 in control, CR and resveratrol treated mice (C) Glucose uptake and insulin signaling in control, CR and resveratrol fed animals (n = 16). Rate of 2-deoxyglucose uptake and Akt threonine^308^ (T^308^) phosphorylation were determined in isolated paired soleus and extensor digitorum longus (EDL) muscles with or without 0.36 nM insulin. Data were analyzed by two-way ANOVA, and the source of significant variance was tested using Student-Newman-Keuls post-hoc test (n = 15–16 muscles per group). There were no differences between groups at baseline so values shown reflect insulin-stimulated values only. GLUT4 protein abundance was determined in soleus and EDL muscles by western blotting (n = 16 muscles per group). Data were analyzed by one-way ANOVA on ranks, and the source of significant variance was tested using Dunn's post-hoc test.

### Effects of resveratrol and CR on endocrine status and glucose metabolism

In an attempt to uncover the mechanisms of action of resveratrol in retarding aging parameters and its ability to mimic CR, we examined pathways implicated in aging and CR. In mammals, spontaneous mutations that result in growth hormone (GH) deficiency, such as the Prop-1 and Pit-1 dwarf mice [14], [15], or targeted mutations in the insulin-like growth factor 1 (IGF-1) receptor gene [16] or the insulin receptor substrate 1 (IRS1) can result in increased lifespan [17], suggesting an important role for IGF-1 in longevity. Some of the phenotypes that are observed in animals with altered IGF-1 or insulin signaling are also observed in CR mice, such as reduced levels of IGF-1, insulin and glucose [18]. To investigate if resveratrol inhibits transcriptional profiles of aging and mimics CR through an endocrine mechanism, we measured glucose, T3, insulin, IGF-1 and GH in five month-old control, CR and resveratrol fed mice. Following two months of dietary intervention, we observed reduced IGF-1 levels in CR mice, but not in resveratrol treated mice (Figure 2B). We did not observe significant alterations in any other hormones examined. Surprisingly, because we observed a large overlap of transcriptional shifts induced by resveratrol and CR in all organs examined, our findings also suggest that a large component of the transcriptional program induced by CR may be independent of CR-mediated alterations in plasma IGF-1, or insulin. This conclusion is supported by the finding that dwarfism and CR may impact lifespan through independent mechanisms [19], and the finding that GH deficiency and CR display minimal overlap at the gene expression level [20].

Genetic alteration of insulin related pathways has clearly been implicated in aging retardation in multiple organisms, and earlier studies have demonstrated that mice consuming a CR diet [21] or supplemented with resveratrol have improved insulin sensitivity [8], [9]. Both CR and resveratrol supplementation lowered blood glucose levels (*P* = 0.06 for CR, *P* = 0.07 for resveratrol; Figure 2B). Neither diet lowered plasma insulin (data not shown). We next examined 2-deoxyglucose (2-DG) uptake in isolated soleus and extensor digitorum longus (EDL) muscles from mice fed CR or resveratrol diets from three to five months of age. CR resulted in a significant increase in 2-DG uptake in the insulin-stimulated soleus (35%) and EDL (32%) muscles, without any effect on 2-DG uptake in the basal condition. There was also an increase in 2-DG uptake in the insulin-stimulated soleus (18%), but not in the EDL, of resveratrol treated mice. Akt phosphorylation, which partially mediates enhanced insulin sensitivity of muscle [22], was increased with CR but not with resveratrol supplementation (Figure 2C). Levels of GLUT4, the major glucose transporter in muscle, were also increased in CR, but not resveratrol-treated mice (Figure 2B). These findings suggest that the mechanism of the increased glucose uptake in insulin-stimulated skeletal muscle in resveratrol treated mice is different from that of CR mice, as neither Akt phosphorylation nor GLUT4 content were elevated by resveratrol.

### CR and resveratrol do not alter SIRT1 levels, and CR but not resveratrol induces PGC-1α transcriptional targets

Feeding high levels of resveratrol to mice has been shown to be associated with increased SIRT1 activity as measured by PGC-1α acetylation and induction of its transcriptional targets [8], [9]. Because sirtuin overexpression increases longevity in some organisms and may mediate some of the effects of CR [3], [4], the induction of SIRT1 activity has been postulated to mediate the health benefits of resveratrol [8], [9]. We investigated if alterations in the levels of SIRT1 or induction of PGC-1α transcriptional activity can explain the observation that a low dose of resveratrol mimics CR. In contrast to previous finding in rats [23] and humans [24], neither CR nor resveratrol feeding significantly altered the levels of SIRT1 protein in brain or liver of mice, and SIRT1 abundance was actually significantly decreased in both heart and muscle of CR mice (Figure 3A). However, CR clearly increased the mRNA levels of Pgc-1α in skeletal muscle. 

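Ppargc1a, which encodes the coactivator PGC-1α of mitochondrial biogenesis, had a muscle signal of 2521 ± 764 (SD, n = 5) in young controls and 1033 ± 216 in old controls, a change of -1.26 (SE 0.21, adjusted p = 0.00573). Under CR its signal was 1700 ± 520.4 and under resveratrol 693 ± 101. Against old controls it rose by 0.69 (SE 0.21, adjusted p = 0.0193) under CR, and its change under resveratrol was -0.56 (SE 0.21, adjusted p = 0.0702). The 2 diets differed by -1.25 (SE 0.21, adjusted p = 0.009). The bars of Fig. 3B for both diets, read by eye, lie higher than the percentages found here. In percent of the young mean, the 3 old groups had 41% ± 8.55, 67.4% ± 20.6 and 27.5% ± 4 here. These values come from the strongest probe set of the gene. The 4 other probe sets gave changes of 1.72 to 2.01 under CR and of 0.51 to 1.02 under resveratrol, the latter at adjusted p values of 0.00211 to 0.0718, opposite in sign to the strongest one. Of 5 measured genes of the PGC-1α group of Fig. 3 in muscle with age, 1 fell and 4 did not pass the test (3 fell when adjusted over the list alone), and camera placed the list lower (adjusted p = 0.00015, adjusted p = 0.0584 with an estimated correlation). For the same genes in CR muscle camera gave an adjusted p = 0.179, and of 5 members 3 rose and 2 did not pass the test (3 rose and 1 fell when adjusted over the list alone). The group was chosen by the study and is not independent evidence. The rise under CR was not called without old control replicate 2 or old CR replicates 4 or 5 (adjusted p = 0.0508 to 0.0595) or with the methods' t-test on unlogged signal (adjusted p = 0.0929), nor was the difference between the diets with that test (adjusted p = 0.119 on log2 and 0.147 on unlogged signal). The change under resveratrol reached an adjusted p of 0.0411 without old CR replicate 2 and 0.0477 with the methods' t-test on log2 signal.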

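Pdk4, a kinase that turns off pyruvate dehydrogenase and so spares glucose, rose in CR hearts from 7808 ± 2324 to 43200 ± 5928 (SD, n = 5), a change of 2.50 (SE 0.33, adjusted p = 7.34e-06), and in CR muscle from 6827 ± 5638 to 48630 ± 4378, a change of 3.29 (SE 0.41, adjusted p = 7.22e-06). Ucp3, a carrier of the inner mitochondrial membrane induced by fatty acids, rose in CR hearts from 255 ± 119 to 2480 ± 213, a change of 3.403 (SE 0.29, adjusted p = 1.84e-08). In CR muscle it rose from 1550 ± 1348 to 4832 ± 904, a change of 2.18 (SE 0.44, adjusted p = 0.000954). Of 5 measured genes of the PGC-1α group of Fig. 3 in CR hearts, 2 rose, 1 fell and 2 did not pass the test (the same when adjusted over the list alone), and camera placed the list higher (adjusted p = 0.0482, adjusted p = 0.205 with an estimated correlation). With age, Ucp3 had fallen in heart by 1.18 (adjusted p = 0.00926). In neocortex, Pdk4 rose under CR by 0.56 (SE 0.13, adjusted p = 0.00256), less than in heart (difference -1.95, adjusted p = 0.00625) and less than in muscle (difference -2.74, adjusted p = 3.6e-05). For Ucp3 in muscle, the methods' t-test on log2 signal gave an adjusted p of 0.0574.

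**Figure D3:**
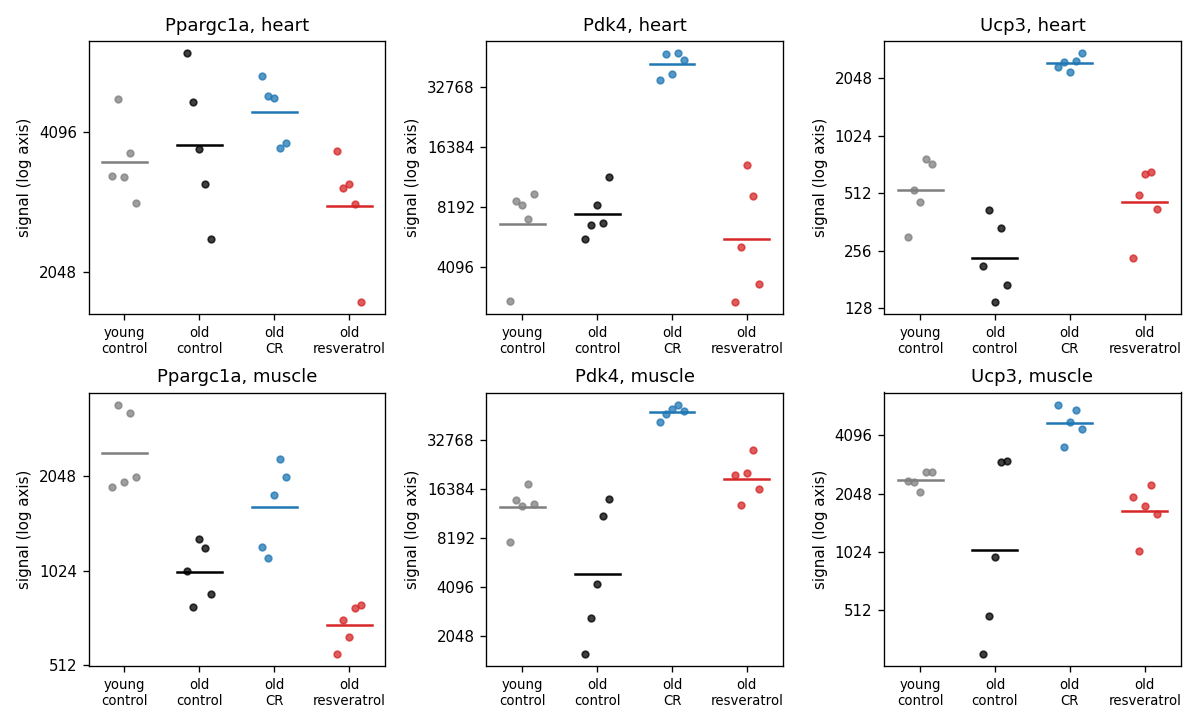
Signal of Ppargc1a, Pdk4 and Ucp3 on each array of heart and muscle, on a log2 axis, for young control, old control, old CR and old resveratrol mice. Lines are geometric means of 5 arrays. Pdk4 and Ucp3 are highest under CR in both tissues, with changes against old controls of 2.50 and 3.403 in heart and 3.29 and 2.18 in muscle.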

CR also stimulated an increase in Pgc-1α transcriptional targets Pdk4 and Ucp3 in heart and skeletal muscle. In contrast, resveratrol did not significantly increase the levels of Pgc-1α expression or any of its transcriptional targets, with the exception of a small effect on the expression of Pdk4 in skeletal muscle (Figure 3B). Thus, our microarray results suggest that a low dose of dietary resveratrol induces a transcriptional program similar to CR in multiple tissues and retards aging parameters, but these effects may be largely independent of the increase in SIRT1 activity and activation of Pgc-1α transcriptional targets reported previously for mice in a high fat diet fed high levels of resveratrol [8], [9].

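Under resveratrol, Pdk4 rose in muscle from 6827 ± 5638 to 19660 ± 5727 (SD, n = 5), a change of 1.94 (SE 0.41, adjusted p = 0.00213), and its change in heart was -0.42 (SE 0.33, adjusted p = 0.442), with a difference between the 2 tissues of 2.36 (adjusted p = 3e-04). Ucp3 rose in resveratrol hearts by 0.99 (SE 0.29, adjusted p = 0.0185), from 255 ± 119 to 494 ± 176, and changed in muscle by 0.68 (SE 0.44, adjusted p = 0.3). Tfam, the activator of mitochondrial DNA transcription, changed under resveratrol by 0.02 (SE 0.10, adjusted p = 0.906) in heart and -0.28 (SE 0.12, adjusted p = 0.125) in muscle, and fell in CR hearts by 0.48 (adjusted p = 0.00125). Nrf1, a factor for nuclear genes of respiration, changed under resveratrol by -0.19 in heart (adjusted p = 0.74) and -0.26 in muscle (adjusted p = 0.386). In percent of young, Ucp3 was 45.6% ± 21.3 in old control hearts and 88.2% ± 31.4 in resveratrol hearts, and Pdk4 in muscle was 51.9% ± 42.9 and 150% ± 43.5 (Fig. 3B). Of 5 measured genes of that group in muscle under resveratrol, 1 rose and 4 did not pass the test (1 rose and 1 fell when adjusted over the list alone), with an adjusted p = 0.815 from camera. The median change of this list was -0.26 and its mean change 0.30. From targets that answered CR and, except for Pdk4 in muscle, not resveratrol, the paper proposes that the effects of this dose may be largely independent of SIRT1 and PGC-1α. The rise of Ucp3 was not called without old control replicates 3 or 5 or old resveratrol replicates 3 or 4 (adjusted p = 0.0552 to 0.0651) or with the methods' t-test on log2 signal (adjusted p = 0.147). With that test, Pdk4 in muscle under resveratrol had an adjusted p of 0.0622, Tfam in muscle an adjusted p of 0.0466 (0.0413 without old CR replicate 2), and Tfam in CR hearts had an adjusted p of 0.822 with the mean of all probe sets of a gene.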

**Figure 3:**
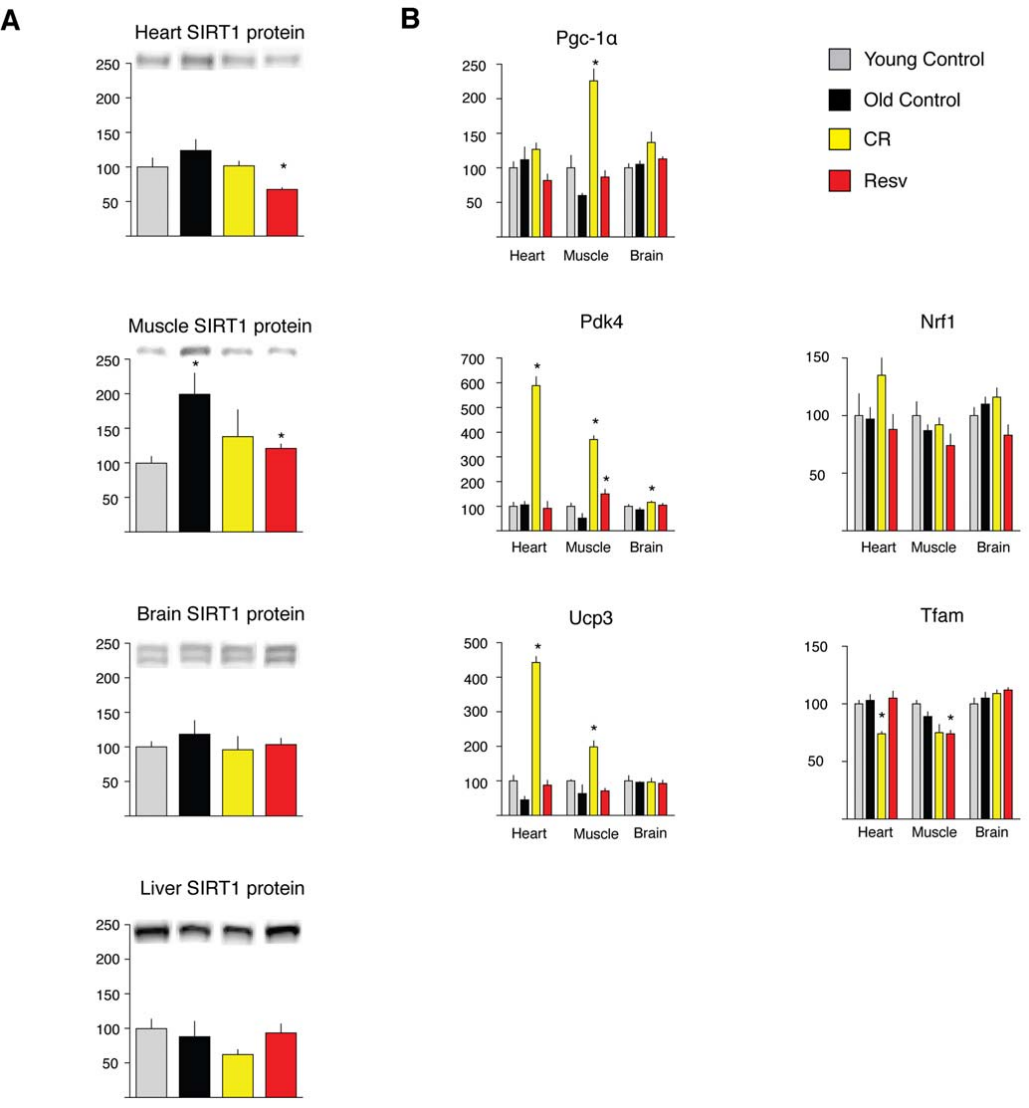
SIRT1 levels and Pgc1-α transcriptional activity in response to CR and resveratrol. (A) SIRT1 levels in liver, skeletal muscle and brain (n = at least four animals per group) were determined by Western blot analysis. A loading correction factor based on HSP70 band intensity data was used to normalize the SIRT1 band intensity data. (B) mRNA abundance for known Pgc-1α transcriptional targets is shown for heart, muscle and brain. Data on Y axis represent percentage changes relative to young controls. Results represent n = 5, values in bar graphs are means and SE. * *p*<0.01.

### Effects of CR and resveratrol feeding on oxidative stress parameters

Because resveratrol has been shown to act as an antioxidant both *in vitro* and *in vivo*, we tested the hypothesis that resveratrol supplementation retards aging through a reduction in oxidative damage which has been postulated to be causal in both aging and a number of age-related diseases. To test if resveratrol has an impact on spontaneous oxidative damage, we measured F2-isoprostanes, a marker of lipid peroxidation in heart, skeletal muscle and brain of mice fed CR or resveratrol diets from three to five months of age (Supplemental Figure 2). Surprisingly, we found that resveratrol significantly raised the levels of F2-isoprostanes in the heart relative to controls (*P*<0.05) and isoprostane levels in the brain were higher in resveratrol treated mice compared CR mice (*P*<0.01); isoprostane levels were similar among groups in muscle. We next examined oxidative damage to DNA and RNA in the same mice; levels of 8-hydroxy-2′-deoxyguanosine (8-OHdG) and 8-hydroxyguanosine (8-OHG) were similar among groups for each tissue (Supplemental Figure S2). Thus, our observations do not indicate lowering of spontaneous levels of oxidative damage by either CR or resveratrol.

### Functional analysis of CR and resveratrol-mediated gene expression changes in multiple tissues

Because resveratrol did not impact well-known factors that are postulated to impact aging (IGF-1, insulin, Sirt1, oxidative stress), we analyzed the gene expression data for functional categories that may be affected with age, CR or resveratrol. We used the significance analysis of function and expression (SAFE), a two-stage, permutation-based method that can be applied to various experimental designs, accounts for the unknown correlation among genes and enables permutation-based estimation of error rates [25]. We used the Gene Ontology (GO) Biological Process classification scheme for annotating gene function and only included GO terms that were represented by least 10 genes. This resulted in 571 GO terms represented in each tissue (Supplemental Table S1). Because our global analysis of age-independent shifts in gene expression indicated that resveratrol mimics CR in all tissues examined, we were particularly interested in functional classes that were significantly altered by both interventions across tissues. 

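Genes of chromatin, RNA polymerase II transcription and ubiquitin conjugation were tested as fixed lists of genes chosen by function, which are not the gene sets of the GO terms. In muscle under CR, the ubiquitin ligase Fbxw7 changed by -1.31 (SE 0.14, adjusted p = 1.63e-06), Trim63, a ligase of muscle atrophy, rose by 1.199, and Nedd4 changed by -1.12 (adjusted p = 5.78e-05). Among genes of ubiquitin conjugation in muscle under CR, of which 64 were measured, 4 rose, 23 fell and 37 did not pass the test (4 rose and 28 fell when adjusted over the list alone), and the list ranked lower than the other genes by camera (adjusted p = 0.000344, adjusted p = 0.106 with an estimated correlation). Camera placed the ubiquitin list in muscle under resveratrol lower (adjusted p = 0.00541, adjusted p = 0.25 with an estimated correlation), and of 64 members 3 rose, 11 fell and 50 did not pass the test (the same when adjusted over the list alone). In heart under the 2 diets, 6 and 6 of 65 ubiquitin genes rose and 13 and 9 fell (adjusted p = 0.315 and 0.452 from camera), and in neocortex 10 and 10 of 62 rose and 10 and 10 fell (adjusted p = 0.612 and 0.883). Taf15 rose in muscle by 2.63 and 2.63 and Med18, a subunit of the Mediator complex, by 1.73 and 1.64 under CR and resveratrol, while Polr2a, the largest subunit of RNA polymerase II, fell in neocortex by 1.02 and 0.81. Of 62 measured genes of RNA polymerase II transcription in neocortex under CR, 21 rose, 8 fell and 33 did not pass the test (26 rose and 12 fell when adjusted over the list alone), and camera placed the list higher (adjusted p = 0.00698, adjusted p = 0.585 with an estimated correlation). The other 5 tests of that list gave an adjusted p of 0.996 and 0.299 in heart, 0.609 and 0.905 in muscle, and 0.237 for resveratrol in neocortex. Among chromatin genes, Carm1, a histone arginine methyltransferase, and Chd3, a remodelling helicase, fell in neocortex under CR by 0.84 and 0.87. Among histone and DNA modifying enzymes in muscle under CR, of which 54 were measured, 4 rose, 14 fell and 36 did not pass the test (the same when adjusted over the list alone), and the list ranked lower than the other genes by camera (adjusted p = 0.0073, adjusted p = 0.637 with an estimated correlation). Of 54 measured modifying enzymes in heart under resveratrol, 1 rose, 11 fell and 42 did not pass the test (2 rose and 13 fell when adjusted over the list alone), and camera placed the list lower (adjusted p = 0.0239, adjusted p = 0.615 with an estimated correlation). Camera placed these enzymes in neocortex under CR lower (adjusted p = 0.00197, adjusted p = 0.585 with an estimated correlation), and of 53 members 3 rose, 16 fell and 34 did not pass the test (the same when adjusted over the list alone). In the other 3 tests the adjusted p of these enzymes was 0.339 in heart under CR and 0.0857 and 0.0887 in muscle and neocortex under resveratrol. No list passed camera in all 6 tests of diet and tissue. Camera asks for a shift of a list in 1 direction, adjusted over the lists of a comparison. A list whose members move both ways can miss it, as with ubiquitin genes in neocortex, where 10 rose and 10 fell under each diet. The paper's GO test used another method and a p threshold for which no adjustment is named. The camera tests therefore cannot decide whether the GO terms changed in all tissues.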

Only four GO terms were impacted by both CR and resveratrol across all tissues (Figure 4), and these were chromatin assembly or disassembly (GO:0006333), regulation of transcription from RNA Polymerase II promoter (GO:0006357), transcription from RNA polymerse II promoter (GO:0006366), and ubiquitin cycle (GO:0006512). Analysis of individual genes within these classes suggests that both CR and resveratrol have a major impact on expression of genes that play important roles in chromatin remodeling that defines the transcriptional/epigenetic state of the cell. In skeletal muscle (Figure 5), these include the *de novo* methylase Dnmt3a, the chromodomain helicase DNA binding protein 1 (Chd1), the sirtuin Sirt5, and the SWI/SNF complex members Smarcc1, Smarca4, Smarca5 and Smarca2. 

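Smarca2, the Brahma ATPase of the SWI/SNF complex, fell in muscle from 933 ± 122 in old controls to 479.9 ± 34.6 under CR and 479 ± 65.9 under resveratrol (SD, n = 5), changes of -0.95 (SE 0.14, adjusted p = 4.62e-05) and -0.96 (SE 0.14, adjusted p = 7.46e-05). Sirt5, a mitochondrial sirtuin, changed by -0.61 under CR (adjusted p = 0.00788) and -0.69 under resveratrol (adjusted p = 0.00504). Smarca5, the ATPase of ISWI complexes, changed by -0.57 under CR (adjusted p = 0.02) and -0.69 under resveratrol (adjusted p = 0.00938). Chd1 changed by 0.84 under CR (adjusted p = 0.0496) and 1.09 under resveratrol (adjusted p = 0.0195). Dnmt3a changed by -1.32 under CR (adjusted p = 0.00256) and -0.53 under resveratrol (adjusted p = 0.227). The SWI/SNF members Smarcc1 and Smarca4 did not pass the test in muscle, with changes of 0.42 under CR (adjusted p = 0.189) and 0.62 under resveratrol (adjusted p = 0.0765) for Smarcc1 and -0.58 under CR (adjusted p = 0.0677) and -0.42 under resveratrol (adjusted p = 0.231) for Smarca4. For the chromatin genes of Fig. 5 under CR camera gave an adjusted p = 0.413, and of 11 members 3 rose, 4 fell and 4 did not pass the test (3 rose and 5 fell when adjusted over the list alone). Among the same genes under resveratrol, of which 11 were measured, 2 rose, 3 fell and 6 did not pass the test (4 rose and 3 fell when adjusted over the list alone), and the list as a whole had an adjusted p = 0.548 from camera. The median change of this list was -0.36 and its mean change 0.04. These genes were selected by the study from the same arrays and are not independent evidence. For Smarca5, 1 other probe set, with a young signal of 74.73, gave the opposite direction (2.82 under CR and 2.13 under resveratrol) and 2 others the same (-0.69 and -0.78 under CR, -0.27 and -0.94 under resveratrol). For Chd1, 1 other gave the opposite direction (-1.33 and -1.54), 1 the same (0.46 and 0.42) and 1 had opposite signs under the 2 diets (0.17 and -0.16). Under CR, the adjusted p was 0.0542 to 0.161 for Chd1 without young control replicates 2 or 5, old control replicates 3, 4 or 5, old CR replicates 1, 2, 3, 4 or 5 or old resveratrol replicates 1, 2, 3, 4 or 5, and under resveratrol 0.052 to 0.0642 for Chd1 without old control replicates 3 or 5 or old resveratrol replicate 3. Dnmt3a under CR had an adjusted p of 0.0777 with the methods' t-test on log2 signal, Sirt5 an adjusted p of 0.0708 and 0.0753 under CR and resveratrol with the mean of all probe sets of a gene. Without old CR replicate 2, the adjusted p under resveratrol was 0.0126 for Smarca4, 0.0258 for Smarcc1 and 0.00796 for Dnmt3a, and under CR it was 0.0258 for Smarcc1, while Smarca4 under CR had 0.0355 and 0.0367 without old CR replicates 1 and 4 and Smarcc1 under resveratrol 0.0383 without young control replicate 4.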

The Smarca2 gene encodes Brahma, the key component of the SWI/SNF complex, a master transcriptional switch that directs specific cellular programs and uses ATP hydrolysis to remodel chromatin [26]. Additionally, multiple histone encoding genes were altered in expression by both CR and resveratrol. 

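H3f3a, which encodes the replication-independent histone H3.3, rose in muscle from 88.4 ± 43.7 in old controls to 254 ± 52.5 under CR and 239 ± 20.6 under resveratrol (SD, n = 5), changes of 1.68 (SE 0.32, adjusted p = 0.000633) and 1.61 (SE 0.32, adjusted p = 0.00147). H3f3b, a second gene for the same protein, changed by -1.63 under CR (adjusted p = 0.00147) and -0.58 under resveratrol (adjusted p = 0.251). The H3f3a values come from 1 weak probe set, with a young signal of 92.57 against a cut-off of mean signal for testing of 69.34. They were 274% and 258% of young under CR and resveratrol, whereas the bars of Fig. 5, read by eye, lie below the young level. The histone H2A gene H2aj changed by 0.88 under CR (adjusted p = 0.00113) and 0.90 under resveratrol (adjusted p = 0.00149) and the H2B gene H2bc21 by 0.84 under CR (adjusted p = 0.000999) and 0.75 under resveratrol (adjusted p = 0.00369), where another probe set of H2bc21 gave -0.51 under resveratrol. Of 12 measured histone genes in muscle under CR, 4 rose, 1 fell and 7 did not pass the test (4 rose and 2 fell when adjusted over the list alone), with an adjusted p = 0.304 from camera. Camera placed histone genes in muscle under resveratrol higher (adjusted p = 0.0206, adjusted p = 0.25 with an estimated correlation), and of 12 members 5 rose and 7 did not pass the test (7 rose when adjusted over the list alone). In heart, 0 of 13 rose and 1 fell under CR (adjusted p = 0.561 from camera). From changed genes of histones, a DNA methylase, helicases and SWI/SNF members, the paper reasons that both diets have a large impact on genes of chromatin remodelling. Histone genes that share a probe set with other genes were not analysed here.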

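In heart, the SWI/SNF ATPase Smarca4 fell by 0.73 under CR and 0.77 under resveratrol (adjusted p = 0.000909 and 0.000709), from 1859 ± 115 to 1143 ± 229 and 1096 ± 126 (SD, n = 5). The SWI/SNF scaffold gene Smarcc2 changed by -0.77 under CR (adjusted p = 0.000189) and -1.12 under resveratrol (adjusted p = 3.48e-06), and Chd4, the helicase of the NuRD complex, by -0.90 under CR (adjusted p = 0.000854) and -1.26 under resveratrol (adjusted p = 3.07e-05). Dnmt3a changed in heart by -1.03 under CR (adjusted p = 0.00129) and -0.76 under resveratrol (adjusted p = 0.0175). In neocortex, Smarca4 changed by -0.57 under CR (adjusted p = 8.51e-05) and -0.33 under resveratrol (adjusted p = 0.0108). Actl6b and Smarcd1, subunits of SWI/SNF complexes, changed by -1.19 and -0.94 under CR and -1.13 and -0.92 under resveratrol. Of 42 measured SWI/SNF and remodelling genes in heart under CR, 1 rose, 11 fell and 30 did not pass the test (the same when adjusted over the list alone), with an adjusted p = 0.0795 from camera. Among remodelling genes in heart under resveratrol, of which 42 were measured, 2 rose, 8 fell and 32 did not pass the test (2 rose and 9 fell when adjusted over the list alone), and the list as a whole had an adjusted p = 0.13 from camera. For remodelling genes in neocortex under CR camera gave an adjusted p = 0.134, and of 45 members 5 rose, 16 fell and 24 did not pass the test (the same when adjusted over the list alone). Of 45 measured SWI/SNF genes in neocortex under resveratrol, 8 rose, 12 fell and 25 did not pass the test (9 rose and 12 fell when adjusted over the list alone), with an adjusted p = 0.922 from camera. The median change of this list was 0.02 and its mean change -0.04. In resveratrol hearts, 1 array less gave an adjusted p of 0.0518 to 0.0683 for Dnmt3a without old control replicate 5 or old resveratrol replicates 3 or 4.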

Alteration in expression of the same or related genes was also observed in heart and brain.

**Figure 4:**
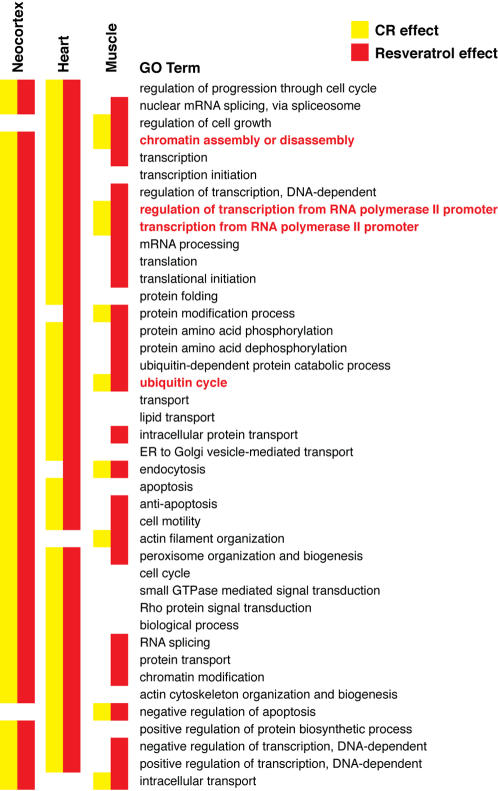
Functional gene expression analysis of CR and resveratrol fed mice using SAFE. A class matrix, which describes the functional categories and specifies what genes are members of what classes, was based on Gene Ontology (GO), and included classes with at least 10 genes, for a total of 571 classes. The SAFE analysis was then run using the default settings for the local statistic (Student's *t*) and GO terms that differed at P≤0.05 were considered significantly different. Only classes that show a significant effect for at least one treatment in one tissue are shown. Significance values for all functional classes are shown in Supplemental Table S1. Classes highlighted in blue were changed by both CR and resveratrol in all tissues examined.

**Figure 5:**
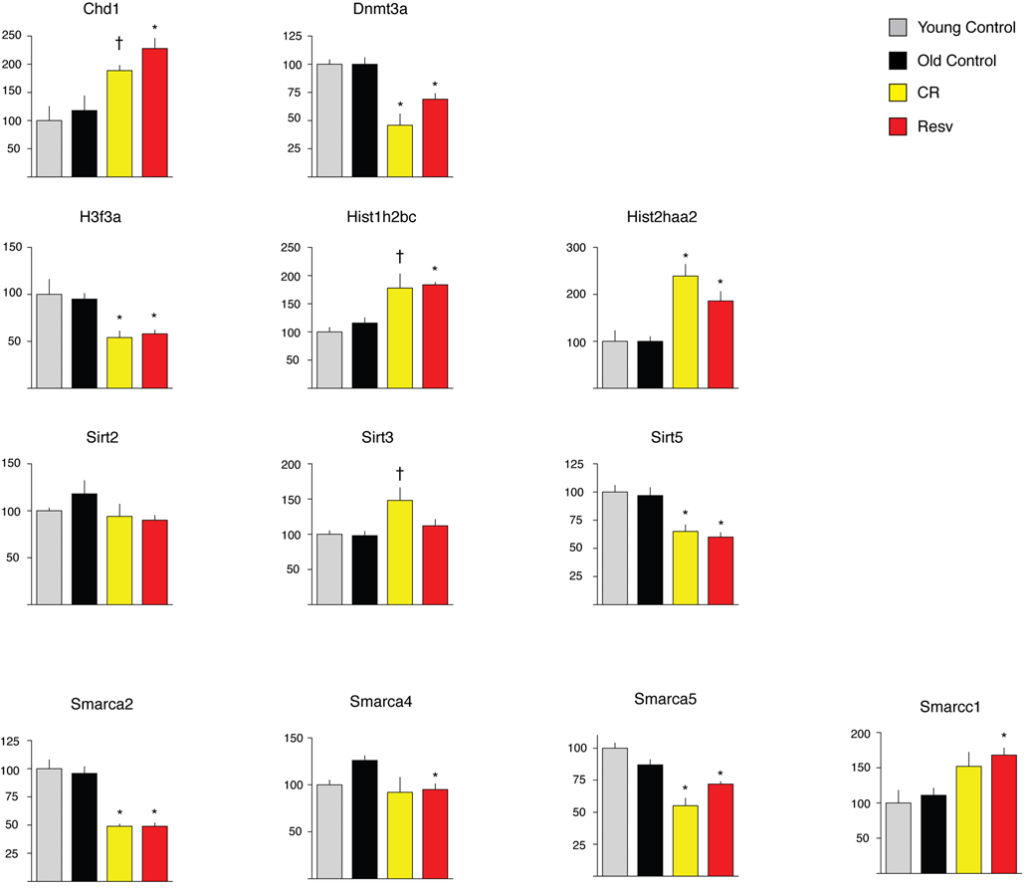
Selected genes in skeletal muscle associated with GO:0006333 (chromatin assembly and disassembly). Means identified with † were significantly different from age-matched controls at p<0.05; means identified with * were significantly different from age-matched controls at p<0.01.

## Discussion

The importance of chromatin remodeling proteins in defining the chromatin state of the cell, basal transcription and their ability to influence DNA repair [27] suggests a common mechanism of action for CR and resveratrol. Based on the functional analysis of gene expression profiles in multiple tissues we postulate that both CR and resveratrol impact pathways that determine chromatin remodeling, perhaps in response to a metabolic stress signal. The ensuing alteration in chromosome architecture and transcription may facilitate pathways that maintain genomic stability, or prevent epigenetic alterations, and therefore retard some aspects of the aging process in the long-term. Understanding the pathways that influence the expression of genes involved in chromatin remodeling and transcription in response to both CR and resveratrol may therefore provide key insights into the molecular basis of aging in mammals.

Our studies suggest that dietary consumption of a low dose of resveratrol partially mimics CR and inhibits some aspects of the aging process. In long lived rodent strains and in humans, lifespan is often limited by spontaneous tumorigenesis. Studies have determined that the ability of CR to inhibit spontaneous tumorigenesis is linked to the CR-mediated reduction in circulating IGF-1 [28], and in the case of mammary carcinogenesis can be reversed by the administration of IGF-1 to CR animals [29]. Our study design involved the use of a long-lived F1 hybrid mouse strain, and sacrificing mice at 30-months of age, therefore we were unable to evaluate effects of resveratrol on average or maximum lifespan. We note that unlike CR, resveratrol did not reduce circulating IGF-1 levels (Figure 2B), and there was also no decrease in spontaneous tumors at the time of sacrifice (Supplemental Table S2). In particular, spontaneous liver tumors were abundant in mice fed the control diet or resveratrol, but rare in CR mice. Thus, although a low dose of resveratrol can improve quality of life by retarding aging parameters such as cardiac dysfunction, a nutritional or pharmaceutical strategy to also increase lifespan in mice will likely require blockage of the IGF-1 axis or its targets.

Our study also raises questions regarding proposed mechanisms of action of both CR and resveratrol. Findings from previous studies performed with higher doses of resveratrol in mice suggested that an increase in SIRT1 activity and the resulting deacetylation of the transcriptional coactivator Pgc-1α is a central mechanism of action. Health benefits observed included reduced mortality associated with the high-fat diet, improved motor performance and improved insulin sensitivity [8], [9]. Surprisingly, the induction of Pgc-1α transcriptional targets was observed in skeletal muscle but not heart [9]. Given that resveratrol is known to be cardioprotective in models of ischemia-reperfusion [30], and our own findings of strong activity in the retardation of cardiac aging, but no effects on Pgc-1α transcriptional targets, it seems unlikely that SIRT1/Pgc-1α play a role in resveratrol's cardiac effects. It is likely that the effects of resveratrol feeding at lower doses reported here are distinct than those observed with higher doses, with particular relevance to the induction of SIRT1 activity. We also did not find support for the hypothesis that induction of SIRT1 directly mediates the effects of CR in the tissues examined, since SIRT1 levels were not altered at the mRNA or protein levels. 

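Sirt1, the NAD-dependent deacetylase, had heart signals of 665 ± 113 (SD, n = 5) in young controls, 649 ± 99.4 in old controls, 645 ± 97.6 under CR and 688 ± 156 under resveratrol. Its change in heart was -0.01 (SE 0.17, adjusted p = 0.982) under CR and 0.06 (SE 0.17, adjusted p = 0.846) under resveratrol. In muscle the changes were -0.29 (SE 0.14, adjusted p = 0.109) and -0.33 (SE 0.14, adjusted p = 0.0929). In neocortex the change under CR was 0.10 (SE 0.12, adjusted p = 0.536), and under resveratrol Sirt1 rose from 490.4 ± 60.3 to 680.5 ± 53.4, a change of 0.48 (SE 0.12, adjusted p = 0.00364). This rise differed from the change in muscle by 0.81 (adjusted p = 0.00445). The mRNA of Sirt1 thus passed the test in 1 of 6 comparisons of a diet with old controls, and SIRT1 protein was not measured in these arrays. The paper's Discussion takes SIRT1 levels as unaltered and finds no support for a direct part of SIRT1 induction in the effects of CR on these tissues. Its Results report significantly less SIRT1 protein in heart and muscle of CR mice. The paper leaves open a role of SIRT1 in other tissues.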

Previous studies in rats [23] and humans [24] suggest that CR induces SIRT1 in these species, but the only study in mice that addressed this issue used an “every other day” feeding protocol, and therefore does not represent CR [31]. To our knowledge our study is the first to attempt to detect an induction of SIRT1 in CR mice, and we have not observed such induction in any of the tissues examined (heart, liver, skeletal muscle and brain). Given that overexpression of SIRT1 in mice does induce physiological alterations consistent with CR [32], it is possible that CR impacts the levels of SIRT1 and other sirtuins in other tissues that play a central role in regulating metabolism, such the pancreas [33], [34]. 

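Sirt2, a cytoplasmic deacetylase, changed in neocortex by -0.56 under CR (adjusted p = 3.84e-05) and -0.51 under resveratrol (adjusted p = 0.000146), from 3011 ± 235 to 2048 ± 310.2 and 2112 ± 141 (SD, n = 5), and in heart by -0.26 under CR (adjusted p = 0.0821) and -0.39 under resveratrol (adjusted p = 0.0103). Sirt3, the main deacetylase of mitochondria, changed in heart by 0.20 under CR (adjusted p = 0.186) and 0.48 under resveratrol (adjusted p = 0.00232), in muscle by 0.56 under CR (adjusted p = 0.0135) and 0.19 under resveratrol (adjusted p = 0.453) and in neocortex by 0.32 under CR (adjusted p = 0.000522) and 0.25 under resveratrol (adjusted p = 0.00541). Sirt5 changed in heart by -0.46 under CR (adjusted p = 0.00135) and -0.33 under resveratrol (adjusted p = 0.0184) and in neocortex by 0.08 under CR (adjusted p = 0.621) and -0.14 under resveratrol (adjusted p = 0.357). Of 7 measured sirtuins in neocortex under CR, 1 rose, 1 fell and 5 did not pass the test (the same when adjusted over the list alone), with an adjusted p = 0.98 from camera. Among sirtuins in heart under resveratrol, of which 7 were measured, 1 rose, 2 fell and 4 did not pass the test (the same when adjusted over the list alone), and the list as a whole had an adjusted p = 0.982 from camera. The median change of this list was 0.06 and its mean change 0.03. For sirtuins in muscle under CR camera gave an adjusted p = 0.969, and of 7 members 1 rose, 1 fell and 5 did not pass the test (2 rose and 1 fell when adjusted over the list alone). For heart under resveratrol, 1 array less gave an adjusted p of 0.0616 for Sirt5 without old control replicate 1, and Sirt3 in muscle under CR had an adjusted p of 0.0892 with the methods' t-test on unlogged signal. Sirt2 in CR hearts had an adjusted p of 0.0232 without old CR replicate 2.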

We also note that despite the absence of SIRT1 induction, our findings are consistent with a general alteration in the expression of genes involved in chromatin remodeling by CR and resveratrol, including other sirtuins (Figure 5). Other proposed biochemical mechanisms of action of resveratrol that were not examined in this study may include stimulation of AMP kinase [35], and increased nitric oxide synthase activity [36]–[38]. We also note that studies suggest that the nutrient sensor target of rapamycin (TOR) pathway, involved in the regulation of growth and autophagy mediates the life-extension effects of CR in *Drosophila* [39] and *C. elegans* [40], and therefore may play a role in the resveratrol effects reported here. Because resveratrol mimics CR at the gene expression level, but did not mimic the effects of CR on the few proteins examined in this study (GLUT4, AKT, IGF-1 and SIRT1) it is possible that although similar at the transcriptional level, CR and resveratrol have different effects with regard to translational regulation. An examination of several proteins encoded by genes affected in expression by both CR and resveratrol should clarify this issue.

Our findings that a low dose of resveratrol partially mimics CR at the gene expression level and leads to prevention of some age-related parameters suggests that clinical trials with resveratrol should be conducted to test the relevance of these findings to humans. Because cardiac disease is a major contributor to age-related mortality, positive findings could lead to a novel and important approach to improve the quality of human life.

## Materials and Methods

### Animals and diets

Male C57BL/6×C3H/He F1 hybrid mice were purchased at six weeks of age (Harlan-Teklad), individually housed in a specific pathogen free facility and fed a control diet based on the AIN-93M formulation (Bio-Serv, Frenchtown, NJ). Upon arrival and until 14 months of age, mice received 84 kcal per week, approximately 10% lower than ad lib intake. Starting at 14 months of age, mice were randomly divided into one of three groups: a Control group receiving the same diet; a resveratrol-treated group receiving the same diet as the controls but supplemented with 50 mg resveratrol per kg diet (resveratrol purchased from Sigma Chemical, St. Louis); this dose is approximately equal to 4.9 mg resveratrol per kg body weight assuming a 35 g mouse; a calorie restricted (CR) group receiving 63 kcal per week. Details on feeding Control and CR diets have been published elsewhere [41]. At 30 months of age, tissues were collected from mice, flash-frozen in liquid nitrogen and stored at −80°C. Tissues were also collected from a group of young control mice that received the control diet from two to five months of age. The number of spontaneous deaths in each cohort prior to the age of sacrifice was 2/30, 0/18 and 2/22 in the control, CR and resveratrol-treated groups, respectively (Supplemental Table S2). Studies in young mice were performed as described above except the CR or resveratrol treatments were begun at two months of age and were continued through five months of age. All procedures complied with the Institutional Animal Care and Use Committee of the William S. Middleton Memorial Veterans Hospital, Madison, WI

### Gene expression profiling/Functional Classification

Gene expression profiling was performed using Affymetrix Mouse Genome 430 2.0 arrays as described previously [2]. Aging comparisons were made between Young and Old Control groups; CR and resveratrol effects were determined by comparing treated mice to the Old Control group. Genes were considered to be significantly different at *P*≤0.01 using Student's *t*-tests.

To discover gene classes that are significantly different between the two groups in each comparison, we used the Significance Analysis of Function and Expression (SAFE) analysis [25]. This approach is a two-stage, permutation-based method that can be applied to various experimental designs, accounts for the unknown correlation among genes and enables permutation-based estimation of error rates. The SAFE analysis requires three input data structures: the gene expression data, a response vector, and a class matrix. The first two were created from the array data using custom source code to reformat the data to conform to what SAFE expects. The class matrix, which describes the functional categories and specifies what genes are members of what classes, was created in a similar way and was based on Gene Ontology (GO), and included classes with at least 10 genes. This resulted in 571 classes. The SAFE analysis was then run using the default settings for the local statistic (Student's *t*) and GO terms that differed at P≤0.05 were considered significantly different.

### Cardiac function

Transthoracic echocardiography was performed using an Acuson Sequoia (Siemens) ultrasonograph with a 15-MHz transducer. For acquisition of two-dimensional guided M-mode images at the tips of papillary muscles and Doppler studies, mice were sedated by IP administration of 100 mg/kg ketamine and maintained on a heated platform in a left lateral decubitus position. The chest was shaved and prewarmed coupling gel applied. Transmitral velocities were measured using Doppler pulse wave imaging. All images were saved to an on-board optical disk. Echocardiograms were performed and analyzed by an investigator blinded to the experimental groups.

End diastolic and systolic left ventricular (LV) diameter as well as anterior and posterior wall (AW and PW respectively) thicknesses were measured on line from M-mode images using the leading edge-to-leading edge convention. All parameters were measured over at least three consecutive cardiac cycles and averaged. Left ventricular fractional shortening was calculated as [(LV diameter_diastole_ –LV diameter_systole_ )/LV diameter_diastole_] × 100 and LV mass was calculated by using the formula. Relative wall thickness was calculated as 2× Posterior wall_diastole_/LV diameter_diastole_. Heart rate was determined from at least three consecutive intervals from the pulse wave Doppler tracings of the LV outflow tract. Isovolumic relaxation time was measured as the time from the closing of the aortic value to the opening of the mitral value from pulse wave Doppler tracings of the LV outflow tract and mitral inflow region. Myocardial Performance Index (MPI) was calculated as (a-b)/b where a = mitral valve closure time and b = aortic injection time

### Glucose uptake and insulin signaling

Rate of 2-deoxyglucose uptake and Akt threonine^308^ (T^308^) phosphorylation were determined in isolated paired soleus and extensor digitorum longus (EDL) muscles at baseline with or without 0.36 nM insulin. Data were analyzed by two-Way ANOVA, and the source of significant variance was tested using Student-Newman-Keuls post-hoc test (n = 15–16 muscles per group). There were no differences between groups at without insulin so values shown reflect insulin-stimulated values only.

GLUT4 protein abundance was determined in soleus and EDL muscles by western blotting (n = 16 muscles per group). Data were analyzed by one-way ANOVA on ranks, and the source of significant variance was tested using Dunn's post-hoc test.

### SIRT1 abundance

Samples for western blotting were electrophoresed in polyacrylamide tris-acetate gels (Invitrogen) and transferred to nitrocellulose. Membranes were blocked in 0.5% gelatin in TBS-T for one hour. Primary and secondary antibodies were diluted in 0.5% gelatin in TBS-T. Rabbit anti-SIRT1 was purchased from Upstate (Charlottesville, VA), goat anti-HSP70 and horseradish peroxidase (HRP)-linked donkey anti-goat IgG were purchased from Santa Cruz Biotechnology (Santa Cruz, CA). HRP-linked goat anti-rabbit IgG was purchased from Pierce (Rockford, IL). Chemiluminescent bands were visualized and analyzed using a UVP Bioimaging Systems (Upland, CA) EpiChemi II and LabWorks Image Acquisition and Analysis Software. HSP70 was used as a loading control. A loading correction factor based on the HSP70 band intensity data was used to adjust the SIRT1 band intensity data.

### Isoprostanes/nucleic acid damage

Isoprostanes were quantified in skeletal muscle tissue utilizing a highly precise and accurate method employing stable isotope dilution mass spectrometry as described previously [42].

RNA and DNA were simultaneously isolated from tissues by homogenization in 3M guanidine isothiocyanate (GTC) followed by a phenol-chloroform extraction procedure with inclusion of the metal chelator desferoxamine. Samples were hydrolyzed using nuclease P_1_ and alkaline phosphatase into single nucleosides and analyzed using a highly sensitive HPLC/EC/UV system (Coulochem III, ESA Inc., Chelmsford, MA). Samples were compared against a calibration curve with known standards to quantify the levels of the oxidative products 8-hydroxy-2′-guanosine/10^6^ 2′-guanosine (RNA) or 8-hydroxy-2′-deoxyguanosine/10^6^ 2′-deoxyguanosine (DNA).

## Supporting Information

Table S1 Complete list of Gene Ontology Biological Processes from the SAFE analysis
(0.11 MB PDF) Click here for additional data file.

Table S2 Necropsy results from old mice fed a control, CR or resveratrol-supplemented diet
(0.04 MB PDF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

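The analysis used the processed signals of 60 Affymetrix Mouse Genome 430 2.0 arrays from heart, gastrocnemius muscle and neocortex of male mice in 4 groups, young control, old control, old CR and old resveratrol, with 5 arrays per tissue and group. The intensities had been turned into linear signals with GCOS 1.2 by the authors before deposit and scaled to a trimmed mean of 500 on each array. Here each array was scaled again to the common 2% trimmed mean of its tissue. The dates of labelling and scanning were not used here.

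Of 45101 probe sets, 64 control probe sets were left out of the gene tests, and 34945 of the other 45037 have 1 gene symbol, for 18193 genes. Probe sets with several symbols (932) or none (9160) were left out. They were used only where every probe set counts on its own. Signals under 1 were set to 1 and log2 was taken. The probe set with the highest mean over all arrays represented the gene, and a gene was tested in a tissue where the mean of this probe set reached the 40th percentile of all probe sets of the tissue. The 4 groups of a tissue were fitted in 1 model with limma 3.58.1 (lmFit and eBayes with trend) in R 4.3.3, and p values were adjusted by Benjamini and Hochberg over the genes of the tissue and comparison, with a threshold of 0.05. Counts at an unadjusted p of 0.01 or less, the threshold of the paper, are given for comparison. Age is old control minus young control, each diet is compared with old controls, and the 2 diets were compared directly. Differences between tissues were tested in 1 model of all 60 arrays, adjusted over its genes, which treats the tissues as taken from different mice.

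The 36 lists of genes, 2 of them taken from the figures of the paper, were fixed in advance, with 985 of 1094 entries matched, and tested with camera in limma at a preset correlation of 0.01 between genes, adjusted over the lists of a comparison, and again with an estimated correlation. Single members were also adjusted over their list alone. Values of arrays (spiked-in and hybridization controls, 3' to 5' differences and percentiles of signal) were compared by exact permutation of 5 against 5 arrays, whose smallest p is 0.00794, or by 100000 permutations of 10 against 10 arrays, two-sided, and adjusted over 90 tests. Whether shared old controls can create opposition was examined in 100 simulated data sets in which the residuals of the arrays were permuted over the groups without any effect, in 100 that kept the age change and gave the diets none, and in 20 divisions of the old controls between the contrasts, of the real data and of the latter. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used for tables and figures.

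The rule for genes named in the text was fixed in advance, after Figures 1, 3, 4 and 5 of the paper had been seen: every gene the paper names, for each tissue and comparison the 4 largest rises and 4 largest falls among changed genes whose groups do not overlap, and for each list up to 4 changed members with the largest change. Predicted genes without a name were passed over in the second part. Genes measured by a probe set that may bind related transcripts are uncertain. Not every gene that the rule allows is named. Paper genes without a probe set of their own were not analysed here.

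The model was tested on simulated data, where log2 changes of 0.5, 1 or 2 were added in 200 genes to the CR arrays of data with permuted residuals. Of those changed by 1, 61.2% were found in heart, 53.7% in muscle and 86.6% in neocortex, with 0, 1 and 0 false calls. The alternatives tried were quantile normalization, an offset before log2, no filter and a stricter filter at the 60th percentile, Student's t-test of the paper's methods on log2 and unlogged signal, eBayes without the trend, only the 2 groups compared, every probe set counted on its own, the mean of all probe sets of a gene, a replicate block, each array left out in turn, old controls split between the contrasts and, chosen after seeing the data, 2 outlying arrays of heart (young control replicate 1 and old control replicate 4) and of muscle (young control replicate 4 and old control replicate 1) left out. Protein and physiological measurements of the paper, its GO analysis and its supplementary table were not used here.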

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

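The tests of spiked-in transcripts and of opposite probe sets in muscle, of RNA breakdown in all old control muscles, of shared arrays in heart, of spiked-in transcripts and region markers in neocortex and of 3' to 5' differences with 1 array left out were chosen only after the result was seen.

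In muscle, 1633 genes changed under both diets and not with age, all in the same direction. Simulated diets without any effect that shared the old controls also gave a median of 100% in the same direction, but at most 201 such genes. With separate old controls the real arrays gave a median of 99.87%. The spiked-in poly-A transcripts, which the paper did not analyse, separated the diet arrays from the control arrays by 2.88 in log2 signal without overlap (permutation p = 6e-05, adjusted p = 0.00232). RNA breakdown in young control replicate 4 and old control replicate 1 is argued against as the whole source, since 4165 genes changed under CR without these 2 arrays, whereas breakdown in all old control muscles cannot be told apart from a diet effect, as the GAPDH 3' to 5' difference changed by -1.05 under CR and -1.06 under resveratrol without overlap (both adjusted p = 0.023) and that of beta-actin by -0.0726 and -0.0901 with overlap, while without old control replicate 1 the GAPDH changes were -0.439 and -0.443, still without overlap, and those of beta-actin 0.213 and 0.195, the other way. Labelling of the control and diet arrays at different times may contribute, since the spiked-in values it needs are there, while the hybridization controls differed by 0.164 (permutation p = 0.457, adjusted p = 0.643), which does not show that they were alike. Other probe sets of a changed gene moved the opposite way in 31.6% of cases under CR and 33.8% under resveratrol in muscle and in 3.33% with age there, but also in 29.3% under CR, 26.6% with age and 16.4% under resveratrol in heart, and for genes that changed by 2-fold or more in 24% and 23.7% under the diets in muscle against 10.5% under CR, 3.39% with age and 3.41% under resveratrol in heart, which leaves open whether they mark labelling. In the comparison of the 2 diets such opposite probe sets made up 0% in muscle and 4.13% in heart. In neocortex they made up 13.2% under CR, 21.9% under resveratrol, 0% with age and 20.7% between the diets. A response to both diets cannot be told apart from labelling, since diet and spiked-in signal divide the muscle arrays alike and part of the opposite probe sets may measure other transcripts of the gene.

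In heart, both diets moved most age genes the opposite way, and the old control arrays are shared by all of these contrasts. Shared arrays alone are argued against, since CR opposed 88.21% of the age genes, against at most 82.69% in simulations that kept the age change and gave the diets none (50 to 100% without any effect of age or diet, where few genes changed), and with separate old controls 80.6 to 86.66% in 20 divisions, against at most 75% in such simulations, with 37.46% (30.85 to 45.25%) against at most 5.157% at a p of 0.01 or less. The old control hearts also had a beta-actin 3' to 5' difference 0.613 above the other 3 groups without overlap (permutation p = 0.000129, adjusted p = 0.00232) and a GAPDH difference 0.311 above them. Their spiked-in transcripts lay 0.557 above those groups with overlap (permutation test, adjusted p = 0.0207). Both diets differed from both controls by -0.507 in spiked-in transcripts and -0.395 in hybridization controls, with overlap (adjusted p = 0.0166 and 0.0116). Labelling of the heart arrays at different times was not tested further and stays open. Within groups, the slope of the age-gene score on the beta-actin difference predicts a shift of 0.0459, at most 0.226 (upper 95% bound), of the observed 0.562. Without young control replicate 1 it predicts 0.149, the highest of 20 such values, at most 0.26, of 0.541. Breakdown acting along this slope would thus leave part of the shift. But the slope, 0.075, became -0.127 without old control replicate 4 and 0.241 without young control replicate 1. It was also carried from SDs of 0.1 to 0.16 within groups to a gap of 0.613, so it cannot decide on RNA breakdown. The correlation of the old control shift with the muscle array of the highest 3' to 5' difference, 0.155, was the second of 20 (old CR replicate 1 had 0.171). It leaves RNA breakdown open as well. A slower or opposed age change under the diets stays open too, since the remaining median change of 0.1476 under CR was measured on genes chosen by the same old controls.

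In neocortex, 1885 of 1891 genes changed by both diets and not by age moved in the same direction. Simulated diets without any effect also gave a median of 100% in the same direction, but at most 102 such genes. The spiked-in transcripts were higher under the diets by 0.473 with overlap (permutation p = 0.0347, adjusted p = 0.0727), and the beta-actin 3' to 5' difference was 0.22 higher (adjusted p = 0.00232). Overlapping spiked-in levels do not exclude that control and diet arrays were labelled apart, so this cannot be told apart from a diet effect, and for resveratrol alone labelling apart from the old controls may contribute, since the spiked-in transcripts were 1.04 higher without overlap (adjusted p = 0.023), against 0.37 with overlap under CR (adjusted p = 0.255). A different mix of neighbouring regions could lower region markers, of which 7 of 18 fell under CR (camera adjusted p = 0.0624) and 1 of 18 under resveratrol (adjusted p = 0.478), and a p above the threshold does not exclude it either. A response to the diets stays open and was not tested apart from these.

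Single arrays far from the other 4 of their group were found in 9 of 132 groups tested, where chance gives about 1 in 20. Heart young control replicate 2 had a 10th percentile of signal of 9.77 (nearest 10.5). In muscle, the GAPDH 3' to 5' difference was 0.194 in young control replicate 4 (nearest -0.263) and 3.23 in old control replicate 1 (nearest 0.537), and the beta-actin difference 1.4 in old control replicate 1 (nearest 0.0529) and 0.437 in old CR replicate 2 (nearest 0.143). Pdk4 had a signal of 2770 in heart young control replicate 1 (nearest 7160). Nrf1 had 468 in heart old CR replicate 2 (nearest 260), 87.2 in heart old resveratrol replicate 3 (nearest 199) and 198 in muscle old control replicate 3 (nearest 254).

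For the 6 genes of the PGC-1α group with Sirt1, the change differed between tissues in 16 of 72 tests of the difference. These tests treat the 60 arrays as independent although the labels do not say whether the same mice gave the 3 tissues. Of all 13281 genes, from 50 (age, neocortex against muscle) to 3080 (CR, muscle against heart) differed. For Pdk4, the change under CR was -1.947 in neocortex relative to heart (adjusted p = 0.00625) and -2.737 relative to muscle (adjusted p = 3.6e-05), its age change in muscle was -1.528 relative to heart (adjusted p = 0.0472), and its change under resveratrol was 2.362 in muscle relative to heart (adjusted p = 3e-04) and -1.556 in neocortex relative to muscle (adjusted p = 0.0265). Its difference between resveratrol and CR was 2.753 in neocortex relative to heart (adjusted p = 0.000667). For Ucp3, the change under CR was -3.392 in neocortex relative to heart (adjusted p = 7.01e-06) and -2.172 relative to muscle (adjusted p = 0.00111), and resveratrol against CR 2.358 in neocortex relative to heart (adjusted p = 0.00656). For Ppargc1a, the age change was -1.379 in muscle relative to heart (adjusted p = 0.00124) and 1.317 in neocortex relative to muscle (adjusted p = 0.014). For Tfam, the change under CR was 0.572 in neocortex relative to heart (adjusted p = 0.00392) and 0.37 relative to muscle (adjusted p = 0.0475), the change under resveratrol 0.41 in neocortex relative to muscle (adjusted p = 0.0383), and resveratrol against CR -0.503 in muscle relative to heart (adjusted p = 0.0439). Sirt1 under resveratrol differed by 0.807 between neocortex and muscle (adjusted p = 0.00445).

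The 10th percentile of signal, which the paper does not report, was higher under both diets than in both controls, by 5.33 in heart and 4.19 in muscle.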

How the results depend on the processing

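The setting with 2 outlying arrays left out was chosen after seeing the data. Every other setting was planned. In all settings, the genes changed by both diets and not by age moved in the same direction in 98.68 to 100% of cases, where divided old controls enter as medians. Single divisions went down to 97.37% in heart. Simulated diets without any effect gave a median of 100% in each tissue, so with shared old controls this share cannot show a diet effect. The methods' t-test gave 653 (log2) and 755 (unlogged) age genes in heart, 2 and 3 in muscle and 29 and 27 in neocortex, 2654 genes for CR in muscle (log2), and for resveratrol against CR 295 and 325 in heart, 0 and 17 in muscle (limma gave 72, and 1688 at an unadjusted p under 0.05) and 443 and 469 in neocortex. Every probe set counted on its own, which tests more items, gave 3239, 5519 and 4095 for age, CR and resveratrol in heart, 197, 8869 and 5521 in muscle, 7127 and 6515 for CR and resveratrol and 2178 for resveratrol against CR in neocortex, 1354, 3806 and 3395 for both diets and not age in heart, muscle and neocortex, and 3810, 1484 and 1270 for age at a p of 0.01 or less. The mean of all probe sets of a gene gave 1504 for resveratrol and 311 for resveratrol against CR in heart, 104 and 45 for age and resveratrol against CR in muscle, and 102 and 521 in neocortex. It moved the share of changed genes that rose from 65% to 41.4% for age in heart, from 36.1% to 53.2% for CR in heart, from 40.3% to 51.5% for resveratrol in heart, from 33 of 55 genes to 33.7% for age in muscle, from 46.8% to 35.4% for resveratrol in neocortex and, for genes higher under resveratrol than under CR, from 54.2% to 19 of 45 genes in muscle and from 60.6% to 48.4% in neocortex. It also turned the direction of Akt1 in heart under CR (0.196), Smarca5 in muscle under CR and resveratrol (0.195 and 0.057), Chd1 in muscle under resveratrol (-0.049) and Dnmt3a in neocortex under resveratrol (-0.273). Without the 2 outlying arrays, resveratrol against CR gave 951 genes in heart and 141 in muscle, age 193 in muscle, and CR and resveratrol opposed 59.19 and 59.68% of the age genes of muscle. Quantile normalization gave 111 and the fit of only the 2 groups compared gave 17 genes for resveratrol against CR in muscle. With old controls split between the contrasts, which leaves fewer controls to each contrast, the shares opposed by CR and resveratrol were 83.46 and 85.34% in heart and 51.6 and 41.06% in neocortex, and both diets and not age changed 391.5, 796.5 and 1112 genes in heart, muscle and neocortex. With an estimated correlation, 0 lists passed in heart for age, CR and resveratrol and 2 for resveratrol against CR, 0 in muscle for age, CR and resveratrol and 1 for resveratrol against CR, and 1 in neocortex for age and 0 for the other 3 comparisons. Leaving out 1 array gave 324 to 874 genes for resveratrol against CR in heart, 33 to 118 in muscle and 697 to 1293 in neocortex, 24 to 423 for age in muscle and 76 to 320 in neocortex, and 407 to 1120 for age at a p of 0.01 or less in muscle. The counts moved more than 1.5-fold without the following arrays. For age in muscle these were young control replicate 2 (24) and 4 (423), old control replicate 1 (33) and old CR replicate 2 (167), and at a p of 0.01 or less young control replicate 4 (1120). For age in neocortex they were young control replicates 1 (320), 2 (99) and 5 (94) and old control replicates 2 (115), 3 (123) and 4 (76). For resveratrol against CR they were, in heart, young control replicate 1 (874), old CR replicate 4 (340) and old resveratrol replicates 2 (335) and 4 (324), in muscle, young control replicate 4 (113), old CR replicates 2 (118), 3 (36) and 5 (46) and old resveratrol replicates 1 (41), 2 (33) and 3 (42), and in neocortex, old CR replicate 2 (697) and old resveratrol replicate 4 (748). Of 17438 values of single named genes under these settings, 16363 kept their direction and their side of the threshold, 816 no longer passed the test, 74 newly passed it, 180 changed sign without passing the test and 5 turned. The cause was not tested. The replicate block, which treats arrays with the same number as paired, gave 1414 genes for age and 2928 for CR in heart, but same-numbered arrays had a mean correlation of 0.00615 in heart, 0.00515 in muscle and 0.00303 in neocortex and were closest to each other in 6, 8 and 0 of 20 cases, so the numbers do not pair the samples. Low signal limits the test: probe sets under a mean signal of 60.43 in heart, 69.34 in muscle and 57.28 in neocortex were not tested.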

Differences from the paper's values

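The alternatives named here were set before the data were examined, except where stated. Where a count is compared, both use an unadjusted p of 0.01. The sets of genes differ, as the paper profiled more transcripts (legend of Fig. 1) than were tested here. Those tested here were 13285 genes in heart, 12831 in muscle and 13057 in neocortex.

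In heart, the paper gives 1029 genes changed with age, and 1798 were found here. The values lie within 1.5-fold with the methods' t-test (1277 on log2 and 1321 on unlogged signal), with only the 2 groups compared (1480), with the mean of all probe sets of a gene (1429) and without young control replicate 2 (1500) or old control replicate 4 (1495), and not with the others set in advance. They do so too without 2 outlying arrays (1540), a setting chosen after seeing the values, and how many of the paper's own genes it drops was not counted, as no list of them was used here. The paper gives 921 of them opposed by CR and 947 by resveratrol, against 1586 and 1631 here. These lie within that range with the same alternatives (1127, 1161, 1327 and 1293 for CR, and 1159, 1207, 1361 and 1327 for resveratrol), without young control replicate 2 (1328 and 1360) or old control replicate 4 (1321 and 1355) and with old controls split between the contrasts (1004 and 1026), and not with the others set in advance. The setting without 2 outlying arrays, chosen after seeing the values, gave 1351 and 1384, within range, with the same limit. Of those opposed by CR at the threshold, the paper gives 536, against 897 here, within range with the methods' t-test (642 and 666), without the trend (802), with the mean of all probe sets (713), without young control replicate 2 (761) or old control replicates 1, 2 or 4 (775, 785 and 740) and with split old controls (432), and not with the others. For resveratrol the paper gives 522, against 916 here, within range with the methods' t-test (628 and 666), the mean of all probe sets (711), split old controls (444) and without old control replicate 4 (753), and not with the others.

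In neocortex, the paper gives 505 genes changed with age, against 771 here. The stricter filter (639), the methods' t-test (557 and 579), eBayes without the trend (703), only the 2 groups compared (738) and the mean of all probe sets (603) lie within range. So do the values without young control replicates 2, 3, 4 or 5 (582, 638, 755 and 567), without any 1 of the 5 old controls (748, 627, 637, 557 and 746), without old CR replicates 2, 3 or 5 (748, 737 and 736) and without old resveratrol replicates 1 or 2 (728 and 745), and the other alternatives do not. For genes changed by both diets and not by age, the paper gives 1134, of which 1129 in the same direction, against 1891 and 1885 here. With the methods' t-test there were 1534 and 1548 (1527 and 1541 in the same direction), with the mean of all probe sets 1453 (1451), without old control replicate 2 1649 (1643) and with split old controls 1112 (1104), which lie within range, and the other alternatives do not.

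The share of diet-changed genes of muscle changed by resveratrol only was about 25% in Fig. 1B, read by eye, against 15.63% here. Quantile normalization (16.76%), the stricter filter (16.72%), the methods' t-test (30.84 and 29.77%) and only the 2 groups compared (30.07%) lie within range, as do the values without old CR replicates 2, 3, 4 or 5 (22.36, 19.35, 18.77 and 18.93%), and the others do not.

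Ppargc1a in muscle was about 230% of young under CR and about 90% under resveratrol in Fig. 3B, read by eye, against 67.4% and 27.5% here. The mean of all probe sets of a gene gave 174% and 83%, which lie within range, and quantile normalization and the offset do not. Another single probe set of the gene gives 226% and 87%, and the others give 231% and 128%, 228% and 132%, and 162% and 76.2%. H3f3a in muscle was about 55% of young under CR and about 58% under resveratrol in Fig. 5, read by eye, against 274% and 258% here, from the only probe set of the gene. Quantile normalization, the offset and the mean of all probe sets of a gene do not lie within range.

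The paper lists Smarcc1, Smarca4 and Dnmt3a among genes changed in muscle, and here Smarcc1 and Smarca4 under both diets and Dnmt3a under resveratrol did not pass the adjusted threshold (adjusted p = 0.189 and 0.0765, 0.0677 and 0.231, and 0.227). The methods' t-test on log2 signal gave adjusted p values under resveratrol of 0.0296 for Smarcc1, 0.0267 for Smarca4 and 0.0275 for Dnmt3a, on unlogged signal 0.0226, 0.0228 and 0.0264, and only the 2 groups compared gave 0.0109, 0.0165 and 0.0123. The replicate block gave 0.0269 for Smarcc1, and the setting without 2 outlying arrays, chosen after seeing the data, 0.0388. Without old CR replicate 2 the adjusted p under resveratrol was 0.0258 for Smarcc1, 0.0126 for Smarca4 and 0.00796 for Dnmt3a, and under CR 0.0258 for Smarcc1. Without young control replicate 4, Smarcc1 under resveratrol had 0.0383, and without old CR replicates 1 and 4, Smarca4 under CR had 0.0355 and 0.0367. Another probe set of Dnmt3a changed under resveratrol by -0.922 (adjusted p = 0.00681), and 2 more by -0.06 and 0.304 (adjusted p = 0.938 and 0.669), while a weaker one went from 52.5% of young in old controls to 13.5% under resveratrol. The threshold of Fig. 5 is an unadjusted one. The paper states that no target of PGC-1α other than Pdk4 in muscle rose under resveratrol, and Ucp3 rose here in heart by 0.99 (adjusted p = 0.0185), but not with the methods' t-test (adjusted p = 0.147 and 0.133) or without old control replicates 3 or 5 or old resveratrol replicates 3 or 4 (adjusted p = 0.0651, 0.0558, 0.0552 and 0.0625). For Ppargc1a in muscle, 4 probe sets other than the strongest had changes of 0.51 to 1.02 under resveratrol, at adjusted p values of 0.00211 to 0.0718. The paper counts Sirt1 among the factors that resveratrol did not change, and its mRNA rose here in neocortex under resveratrol by 0.48 (adjusted p = 0.00364), while it did not pass the test in heart or muscle.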

Other observations

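All tests of gene groups in this part were fixed beforehand, and the test with 2 muscle arrays left out was chosen after the result was seen.

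Transcripts of insulin and IGF-1 signalling, a pathway that the paper follows through proteins, changed in single genes. In CR muscle, Irs1, a docking protein of the insulin receptor, changed by -1.15 (SE 0.17, adjusted p = 5.63e-05), and Slc2a4, the insulin-responsive glucose transporter, by -0.17 (SE 0.24, adjusted p = 0.626) under CR and -0.25 (SE 0.24, adjusted p = 0.511) under resveratrol. With the 2 outlying muscle arrays left out, a setting chosen after seeing the data, Slc2a4 passed the test (adjusted p = 0.0328 under CR and 0.016 under resveratrol). Irs2 changed by 2.98 (SE 0.60, adjusted p = 0.00148) under resveratrol, from 35.5 ± 32.6 to 237 ± 124 (SD, n = 5). Its old control signal lay under the cut-off of mean signal for testing, 69.34, so the size of this change is uncertain. In neocortex, Igf1 changed by 0.59 (SE 0.14, adjusted p = 0.00325) and its receptor Igf1r by -0.43 (SE 0.12, adjusted p = 0.00735) under CR. In heart, the kinases Akt1 and Akt2 changed by -0.86 and -0.59 under CR (adjusted p = 5.88e-05 and 0.00191) and by -1.08 and -0.50 under resveratrol (adjusted p = 5.74e-06 and 0.00889). With the mean of all probe sets of a gene, the change of Akt1 under CR was 0.196 (adjusted p = 0.561). Of 35 measured genes of insulin and IGF-1 signalling in heart, resveratrol against CR, 2 fell and 33 did not pass the test (4 fell when adjusted over the list alone), and camera placed the list lower (adjusted p = 0.013, adjusted p = 0.61 with an estimated correlation). Clock genes also moved in muscle, where the clock-output gene Ciart changed by -1.68 (SE 0.27, adjusted p = 0.000116) under CR and -1.499 (SE 0.27, adjusted p = 0.00062) under resveratrol. Among clock genes in muscle under CR, of which 20 were measured, 1 rose, 10 fell and 9 did not pass the test (the same when adjusted over the list alone), and the list ranked lower than the other genes by camera (adjusted p = 0.0073, adjusted p = 0.608 with an estimated correlation). Under resveratrol 1 rose, 4 fell and 15 did not pass the test (1 rose and 6 fell when adjusted over the list alone). Camera gave the clock list an adjusted p = 0.138 there. The time of day at which tissue was taken was not among the labels.

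In neocortex, dopamine receptor genes fell under CR, Drd1 by 1.40 (adjusted p = 0.00564) and Drd2 fell by 1.36 (adjusted p = 0.00404). For markers of the choroid plexus and neighbouring brain regions under CR camera gave an adjusted p = 0.0624, and of 18 members 7 fell and 11 did not pass the test (9 fell when adjusted over the list alone).

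Other divisions of the same 10 arrays into 5 and 5 were fitted for each comparison, 100 in each, the real one included. In each comparison except age in muscle, only the real division (1 of 100) gave as many genes as the real one. A random division of the arrays is thus an unlikely source of these counts, but 100 divisions do not exclude it. The divisions also cannot tell age or diet from other differences between the same arrays, such as labelling or RNA quality. The real count and the highest of the other divisions were 1440 against 94 for age, 2922 against 8 for CR, 2330 against 227 for resveratrol and 531 against 47 for resveratrol versus CR in heart, 55 against 586 for age, 4001 against 876 for CR, 2397 against 20 for resveratrol and 72 against 8 for resveratrol versus CR in muscle, and 191 against 72 for age, 3999 against 944 for CR, 3421 against 713 for resveratrol and 1212 against 80 for resveratrol versus CR in neocortex. For age in muscle, 3 of 100 divisions gave as many genes, and the one with 586, young control replicate 4 together with old control replicates 1, 2, 3 and 5, gave several times the real count, which points to a structure of the samples. This division is the real one with young control replicate 4 and old control replicate 4 exchanged, and without young control replicate 4 the real division gave 423 genes. It also sorts the 10 arrays by their GAPDH 3' to 5' difference. That was -0.277 to -0.218 on the side of old control replicate 4 and -0.0111 to 3.23 on the other side. Without young control replicate 4, the GAPDH difference was 1.05 higher in old than in young controls, without overlap. RNA quality may thus contribute to the age changes called in muscle, which was not tested further.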
